# Aicardi-Goutières syndrome gene *Rnaseh2c* is a metastasis susceptibility gene in breast cancer

**DOI:** 10.1371/journal.pgen.1008020

**Published:** 2019-05-24

**Authors:** Sarah K. Deasy, Ryo Uehara, Suman K. Vodnala, Howard H. Yang, Randall A. Dass, Ying Hu, Maxwell P. Lee, Robert J. Crouch, Kent W. Hunter

## Abstract

Breast cancer is the second leading cause of cancer-related deaths in the United States, with the majority of these deaths due to metastatic lesions rather than the primary tumor. Thus, a better understanding of the etiology of metastatic disease is crucial for improving survival. Using a haplotype mapping strategy in mouse and shRNA-mediated gene knockdown, we identified *Rnaseh2c*, a scaffolding protein of the heterotrimeric RNase H2 endoribonuclease complex, as a novel metastasis susceptibility factor. We found that the role of *Rnaseh2c* in metastatic disease is independent of RNase H2 enzymatic activity, and immunophenotyping and RNA-sequencing analysis revealed engagement of the T cell-mediated adaptive immune response. Furthermore, the cGAS-Sting pathway was not activated in the metastatic cancer cells used in this study, suggesting that the mechanism of immune response in breast cancer is different from the mechanism proposed for Aicardi-Goutières Syndrome, a rare interferonopathy caused by RNase H2 mutation. These results suggest an important novel, non-enzymatic role for RNASEH2C during breast cancer progression and add *Rnaseh2c* to a panel of genes we have identified that together could determine patients with high risk for metastasis. These results also highlight a potential new target for combination with immunotherapies and may contribute to a better understanding of the etiology of Aicardi-Goutières Syndrome autoimmunity.

## Author summary

The majority of breast cancer-associated deaths are due to metastatic disease, the process where cancerous cells leave the primary tumor in the breast and spread to a new location in the body. To better understand the etiology of this process, we investigate the effects of gene expression changes in the primary tumor. In this study, we found that changing the expression of the gene *Rnaseh2c* changed the number of metastases that developed in the lungs of tumor-bearing mice. By investigating the enzyme complex *Rnaseh2c* is part of, RNase H2, we determined that *Rnaseh2c*’s effects may be independent of RNase H2 enzyme activity. Because *Rnaseh2c* is known to cause the autoimmune disease Aicardi-Goutières Syndrome (AGS), we tested whether the immune system is involved in the metastatic effect. Indeed, we found that the cytotoxic T cell response helps mediate the effect that *Rnaseh2c* has on metastasis. Together these data indicate that *Rnaseh2c* expression contributes to a patient’s susceptibility to developing breast cancer metastasis and demonstrate that the immune system is involved in this outcome. The implications of this study suggest immunotherapy could be a viable treatment for breast cancer metastasis and may help inform the understanding of AGS and RNase H2 in cancer.

## Introduction

Breast cancer is the most frequently diagnosed female malignancy in the United States and the second leading cause of cancer-related female deaths [1]. Since the primary tumor is usually resected upon detection, most of this mortality is due to metastases. The 5-year survival for patients diagnosed with localized breast cancer is approximately 99%, indicating that detection and treatment is highly effective when the cancer remains in the breast tissue. However, 5-year survival for patients with overt distant metastases plummets to a dismal 27% [1]. These statistics indicate that the establishment of effective therapies that target and prevent metastasis is of critical importance. Although recent decades have seen significant advances in the development of methods for detection and treatment of primary breast cancer, these treatments are generally ineffective at dampening metastatic progression. Therefore, a better understanding of the mechanisms that regulate and drive metastasis is critical to improving patient outcome.

As part of the effort to understand the biological etiology of metastatic disease, we investigate the impact of genetic polymorphism on metastatic progression and susceptibility. Using a strategy that integrates population genetics analysis with a variety of genomic tools, we previously reported and characterized polymorphic genes that drive metastatic susceptibility. Since the majority of disease-associated polymorphisms are non-coding and are thought to influence gene expression rather than protein structure [2], we hypothesized that altering the expression of these key genes can affect metastatic outcome. This approach has generated a growing list of metastasis susceptibility and tumor progression genes with tumor-autonomous and/or stromal effects [3–11], including some with the potential to be actionable clinical targets.

Here, we report the identification of a ~ 1 megabase haplotype containing 74 genes on mouse chromosome 19 that associated with changes in pulmonary metastasis. Within this haplotype, five genes exhibited gene expression patterns significantly associated with metastasis, of which only one, *Rnaseh2c* (Entrez GeneID: 68209), exhibited a positive association with metastasis, therefore potentially being amenable to clinical inhibition. This gene encodes a scaffolding subunit of the Ribonuclease H2 (RNase H2) enzyme. RNase H2 initiates the removal of ribonucleotides that are incorporated into DNA, which can occur as single ribonucleotides or as longer stretches of RNA/DNA hybrids [12]. The RNase H2 complex is composed of a catalytic A subunit (encoded by *Rnaseh2a*, 69724) and a second scaffolding B subunit (*Rnaseh2b*, 67153) in addition to subunit C. In humans, mutations in any of these three genes result in an autosomal recessive neurological autoinflammatory disorder called Aicardi-Goutières Syndrome (AGS) [13]. This syndrome clinically mimics the phenotype of *in utero* viral infection and is characterized by basal ganglia calcification, progressive microcephaly with accompanying mental and motor retardation, and lymphocytosis and elevated Interferon α in the cerebral spinal fluid and serum at early points in disease progression which activates a type I Interferon signature [14–16]. In many cases, these children ultimately die early in life. RNase H2 mutations have also been identified in patients with another autoimmune disease, Systemic Lupus Erythematosus (SLE), though it is not known if these mutations are causative [17]. Given its important role in maintaining genomic integrity, a connection between RNase H2 and cancer is beginning to be investigated, with multiple studies having identified associations between expression of RNase H2 genes and various cancer types [18–25].

We report here the validation of *Rnaseh2c* as a bona fide metastasis susceptibility gene and reveal its novel function in promoting metastasis through interaction with the immune system, although through an alternate mechanism than that proposed for AGS. This knowledge may contribute to a better understanding of the biology underlying AGS and highlights a potential new target for combination with immune modulatory therapies to combat metastatic breast cancer. This data also adds to a growing panel of genes we have identified that together could help determine patients who are at high risk for developing metastasis.

## Results

### Identification of *Rnaseh2c* as a candidate metastasis susceptibility gene

Genetic mapping studies were performed to identify metastasis susceptibility gene candidates. A population of genetically diverse tumor-bearing mice was generated by crossing the FVB/NJ-TgN(MMTV-PyMT)^634Mul^ (hereafter, MMTV-PyMT) mouse model of metastatic breast cancer [26] to animals from the Diversity Outbred mouse mapping panel [27, 28]. 50 DO Generation 5 mice were crossed with MMTV-PyMT, as described in [29] (Fig 1A). Offspring from the DO x MMTV-PyMT crosses (n = 115) were aged to humane endpoint at which time primary tumors were weighed and surface pulmonary metastases counted. Each of the tumor-bearing mice were genotyped and the unique combinations of strain-specific haplotypes in the offspring genomes were calculated for each mouse. The haplotype analysis was integrated with the phenotype data to identify metastasis-associated regions. A total of 17 haplotypes on 11 chromosomes were found to be significantly associated with metastatic disease (FDR < 0.05) (S1A Fig). Interestingly, two of the 17 haplotypes overlapped with regions previously identified in genetic studies of metastasis susceptibility: a 1.1 megabase haplotype on chromosome 9 that overlapped the peak of a metastasis susceptibility locus previously found to contain the metastasis susceptibility gene *Pvrl1* [7, 11]; and a 1.3 megabase haplotype on mouse chromosome 19 that overlapped with a previously identified metastasis susceptibility locus which includes the metastasis susceptibility gene *Sipa1* [30]. Due to the high density of genes in the chromosome 19 haplotype and the fact that modifier loci can contain multiple causative genes [31], we selected this region for further screening to identify additional metastasis susceptibility genes that might exist within this interval. Given that polymorphism effects are frequently on gene expression [2], primary tumor gene expression analysis was performed to identify genes whose expression correlated with pulmonary metastasis. This analysis identified five genes located in the region of interest: *Frmd8*, *Mus81*, *Rnaseh2c*, *Pola2*, and *Dpp3* (S1B Fig). *Sipa1* was not identified by this screen, consistent with previous studies that demonstrated that the effect of *Sipa1* on metastasis was due to a missense polymorphism rather than an expression polymorphism [9]. Interestingly, analysis of patient tumor expression using the GOBO database [32] revealed that the genes within this signature, weighted for expression direction and relative contribution to the signature using the mouse-calculated hazard ratios and grouped by their cumulative signature score, are also able to predict distant metastasis-free survival in breast cancer patients of the Her2-enriched subtype (S1C Fig), suggesting that our approach is able to identify haplotypes relevant to outcome in patients as well as in mice. *Rnaseh2c* was selected for further investigation due to it being the only candidate gene within the haplotype that was positively associated with metastasis, thus harboring the possibility that therapeutic inhibition could reduce metastatic burden.

**Fig 1:**
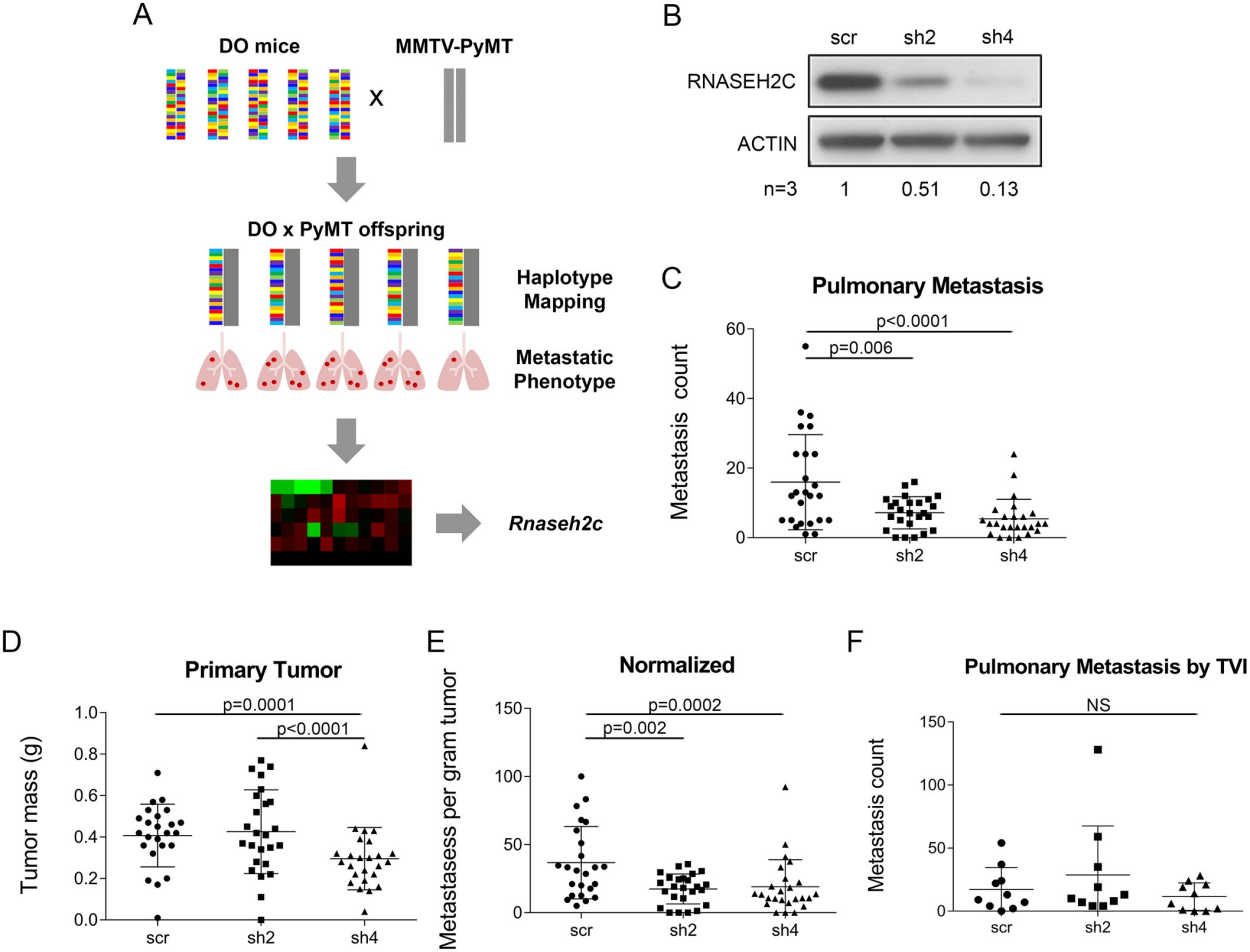
Knockdown of *Rnaseh2c* reduces spontaneous pulmonary metastasis. (A) Mice from the DO Generation 5 were bred to the MMTV-PyMT transgenic model to induce tumorigenesis and metastasis in the offspring, which were used to identify strain-specific haplotypes associated with metastasis. A tumor expression microarray was used to identify genes within the identified haplotypes exhibiting changes in expression associated with changes in metastasis. *Rnaseh2c* was one of the identified candidate genes. (B) RNASEH2C protein expression by western blot upon shRNA-mediated knockdown. One representative blot is shown, average relative densitometry for three independent experiments is reported below. (C-E) Pulmonary metastases (C) and tumor mass (D) from orthotopically injected scramble control (scr) and knockdown cells were quantified at euthanasia and normalized (metastases per gram of tumor, E); average ± standard deviation, n = 25 mice per group in three independent experiments. (F) Tail vein injection (TVI) experimental metastasis experiment using scramble and knockdown cells. Pulmonary metastases were counted at euthanasia; average ± standard deviation, n = 10 mice per group. NS—not significant.

### Modulating expression of *Rnaseh2c* alters spontaneous metastasis

To investigate the role of *Rnaseh2c* as a metastasis modifier gene, shRNA-mediated knockdowns were performed in the mouse metastatic mammary tumor cell line Mvt1. Knockdown was confirmed by qRT-PCR (S2 Fig), and the sh2 and sh4 cell lines were selected for future experiments based on western blot analysis (Fig 1B). To determine the effects on tumor growth and progression, knockdown Mvt1 cells were orthotopically injected into the mammary fat pad of syngeneic FVB mice. Both knockdown cell lines exhibited significantly reduced numbers of spontaneous pulmonary metastases (Fig 1C), indicating that changes in *Rnaseh2c* expression affect the cell’s ability to metastasize. In addition, the sh4 cell line showed reduced primary tumor mass (Fig 1D), however both knockdown cell lines maintained the significant reduction in metastasis counts when normalized to their matched primary tumors (Fig 1E). To verify *Rnaseh2c*’s role as a bona fide metastasis modifier, we knocked down *Rnaseh2c* in a second mouse metastatic mammary cancer cell line, 4T1 (S3A and S3B Fig). In contrast to the primary tumor effect in the Mvt1 cell line, sh2 reduced while sh4 increased primary tumor mass of the 4T1 cells (S3C Fig). However, in agreement with the Mvt1 results, both knockdown cell lines showed reductions in pulmonary metastases that were maintained upon normalization (S3D and S3E Fig), demonstrating that the effect of *Rnaseh2c* on metastasis is not cell line-specific.

Since reduction in metastatic burden can result from effects along many points of the metastatic cascade, an experimental (tail vein) metastasis assay was performed to determine whether reduced *Rnaseh2c* expression affects the final extravasation and colonization steps. No significant difference in the number of pulmonary metastases was observed between knockdown and control conditions (Fig 1F). This indicated that reduction of *Rnaseh2c* expression in tumor cells did not affect metastatic colonization after a bolus injection into the venous circulation.

To complement the knockdown assays, we also investigated the effect of increased *Rnaseh2c* expression on metastasis. Total protein expression (combined endogenous and FLAG-tagged exogenous protein) was increased approximately threefold in Mvt1 cells that were transduced with an *Rnaseh2c* expression vector compared with cells transduced with an empty vector (Fig 2A), in agreement with the qRT-PCR results (S4 Fig). Interestingly, endogenous RNASEH2C protein levels appeared to be lower in the presence of exogenous expression, suggesting that there may be mechanisms to prevent excessive RNASEH2C protein in cells. In agreement with the results from the knockdown metastasis assays, increased expression resulted in more pulmonary metastases without affecting primary tumor mass (Fig 2B–2D). Together these data confirm *Rnaseh2c* as a metastasis modifier gene, specifically as a metastasis promoter.

**Fig 2:**
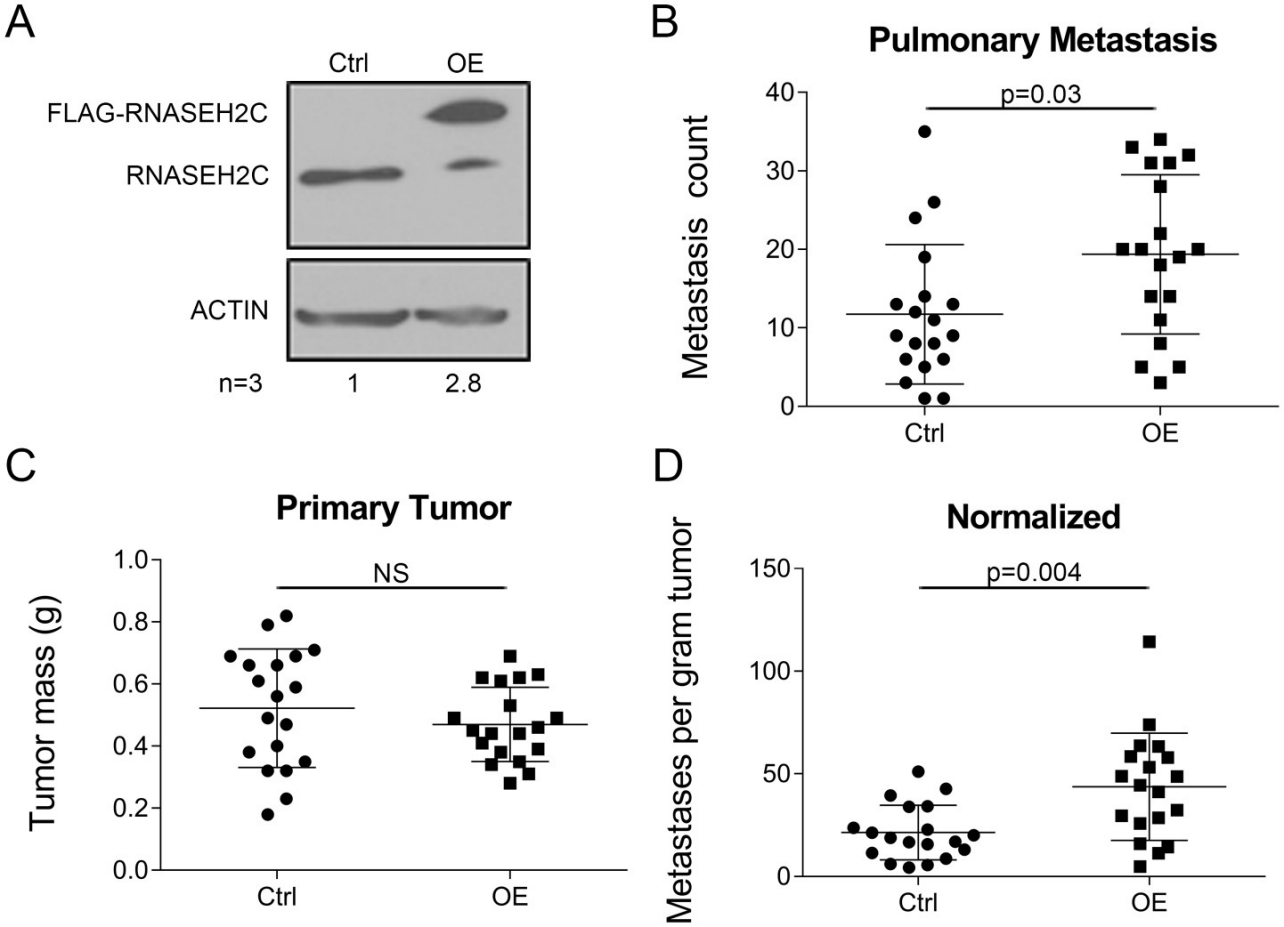
Overexpression of *Rnaseh2c* increases pulmonary metastasis. (A) RNASEH2C protein expression by western blot following exogenous overexpression (OE). One representative blot is shown, average relative densitometry for three independent experiments is reported below; OE lane is combined endogenous and exogenous tagged RNASEH2C expression. (B-D) OE cell line was orthotopically injected along with empty vector control (Ctrl) as described. Pulmonary metastases (B) and tumor mass (C) were quantified at euthanasia and normalized (metastases per gram of tumor, D); average ± standard deviation, n = 19 mice per group in two independent experiments. NS—not significant.

### Reduced RER enzyme activity upon *Rnaseh2c* knockdown is not the driver of the metastatic effect

RNase H2 is a heterotrimeric complex composed of a catalytic subunit, RNASEH2A, and two scaffolding subunits, RNASEH2B and RNASEH2C. All three subunits are required for proper enzyme function [33, 34]. We therefore tested whether knockdown of *Rnaseh2c* reduced cellular enzyme activity. An *in vitro* RNase H2 enzyme activity assay was performed by incubating cell lysates from scramble and sh4 knockdown cell lines with an exogenous labelled DNA 12-mer containing a single ribonucleotide to test the RNase H2-specific ribonucleotide excision repair (RER) activity. *Rnaseh2c* knockdown resulted in approximately 30% substrate cleavage compared to scramble (Fig 3A), indicating that limiting the available RNASEH2C protein reduces RNase H2 RER enzyme activity in Mvt1 cells.

**Fig 3:**
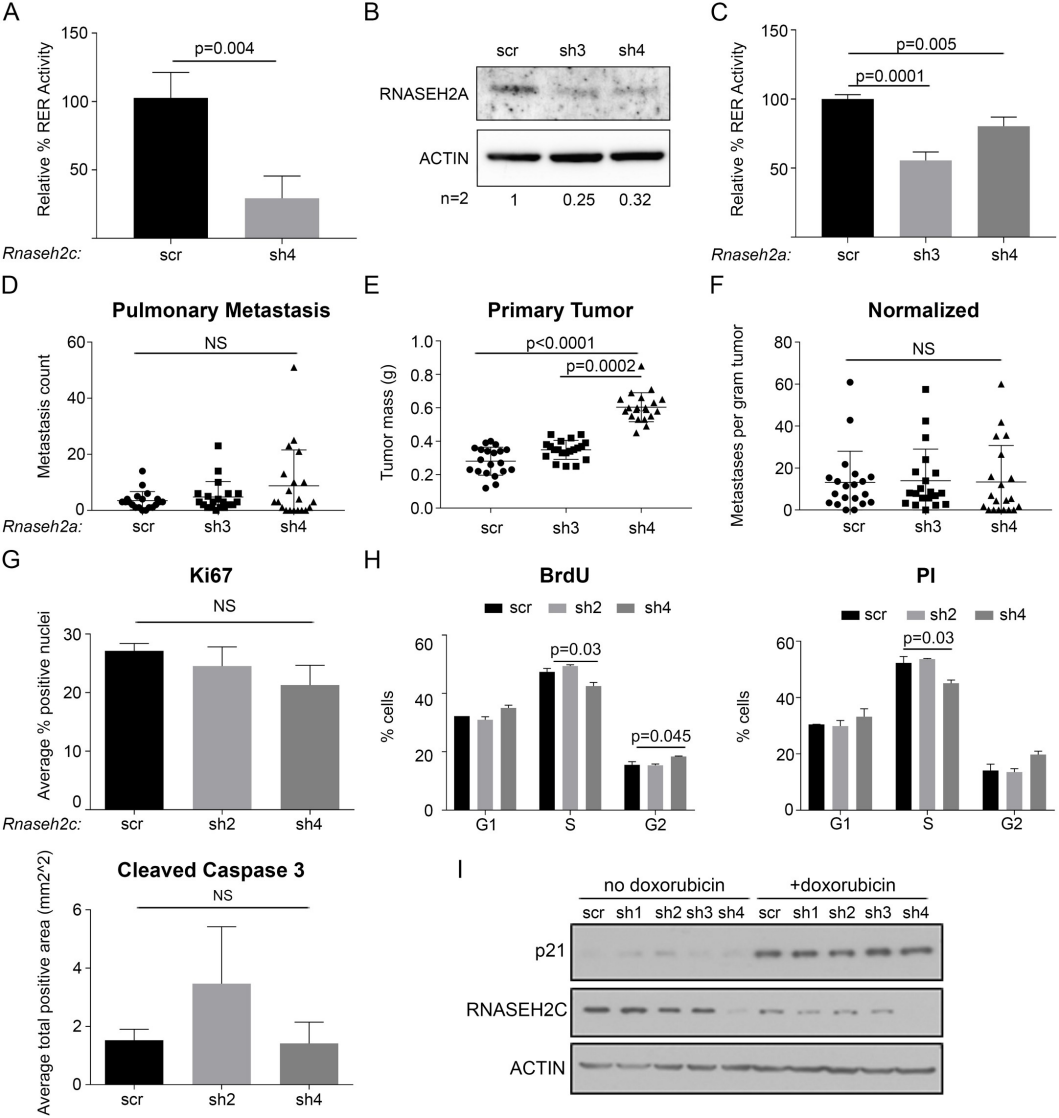
The metastatic effect of *Rnaseh2c* knockdown is not through enzyme activity. (A) Percent ribonucleotide excision repair (RER) activity was measured in Mvt1 scr and sh4 *Rnaseh2c* knockdown cells. Average ± standard deviation of three experiments. (B) RNASEH2A protein expression by western blot. One representative blot is shown, average relative densitometry for two independent experiments is reported below. (C) Percent ribonucleotide excision repair (RER) activity was measured in Mvt1 scr and *Rnaseh2a* knockdown cells. Average ± standard deviation of three experiments. (D-F) Control and *Rnaseh2a* knockdown cells were used in spontaneous metastasis assays. Pulmonary metastases (D) and tumor mass (E) were quantified at euthanasia and normalized (metastases per gram of tumor, F); average ± standard deviation, n = 20 mice per group in two independent experiments. (G) Quantification of Ki67 (top) and Cleaved Caspase 3 (bottom) staining by IHC of tumor sections as the average ± standard deviation of one section from each of three independent tumors. (H) Unsynchronized cells were labeled with BrdU (left) and stained with propidium iodide (PI, right) to analyze cell cycle progression. Average ± standard deviation of duplicate samples. (I) Cells ± doxorubicin treatment (1μM for 24 hr) were analyzed for p21 protein expression in response to DNA damage. NS—not significant.

To test if this reduction in enzyme activity is the reason for reduced metastasis, we evaluated the effects of knocking down the catalytic subunit, *Rnaseh2a*, in Mvt1 cells. Knockdown was evaluated by qRT-PCR (S5 Fig) and western blot (Fig 3B). RER activity analysis revealed that the *Rnaseh2a* knockdown significantly reduced enzyme RER activity (Fig 3C). Spontaneous metastasis assays with the Mvt1 *Rnaseh2a* knockdown cells produced an increase in primary tumor mass, however there was no significant difference in either the metastasis count or upon normalization (Fig 3D–3F). Thus, the effect of *Rnaseh2c* knockdown on metastasis is likely not the result of the reduced RER activity and may suggest an enzyme-independent function for the subunit in metastasis.

### *Rnaseh2c* knockdown does not affect Mvt1 proliferation, apoptosis, cell cycle progression, or activate a DNA damage response

To verify the enzyme-independent nature of the effect of *Rnaseh2c* knockdown on metastasis, we tested whether knockdown cells exhibit common downstream effects of RNase H2 dysfunction. Cellular effects reported in the literature to be altered upon RNase H2 enzyme disruption were tested in *Rnaseh2c* knockdown cell lines and tumors. First, previous reports indicate that dysfunctional RNase H2 results in reduced cell proliferation both in mouse fibroblasts [35] and in fibroblasts from AGS and SLE patients [17]. Therefore, proliferation upon *Rnaseh2c* knockdown was evaluated both in cell lines (S6A Fig) and in tumors (Fig 3G, S6C Fig). A trending reduction in Ki67 staining was observed *in vivo* for the knockdown tumors, however this trend was not significant. Apoptosis was also measured in cell lines (S6B Fig) and in tumors (Fig 3G, S6C Fig) by cleavage of caspase 3; no differences were observed. Together these results suggest that the level of RNase H2 disruption achieved by the *Rnaseh2c* knockdown does not extend to affecting cell proliferation and apoptosis in this cell line. The additional *in vivo* evidence further confirms that the effect of *Rnaseh2c* expression on metastasis is not primarily through altering tumor growth.

Cell lines were also assayed for differences in cell cycle progression, which is reportedly stalled upon RNase H2 dysfunction in mouse and human fibroblasts [17, 35]. Both propidium iodide staining and BrdU incorporation indicated only minimal accumulation of *Rnaseh2c* sh4 knockdown cells in the G2 phase with no other significant differences observed (Fig 3H). The cell cycle disruption observed in mouse-derived fibroblasts is reportedly accompanied by a concomitant increase in p53-inducible genes, notably p21, indicating activation of the DNA damage response pathway [35]. Expression of p21 was not found to be upregulated upon *Rnaseh2c* knockdown (Fig 3I), though expression could be induced by treatment with doxorubicin, a chemotherapeutic that causes DNA damage partially by inducing replication stress through inhibiting topoisomerase II [36]. Given this mechanism of action, we hypothesized that our knockdown cells may be more sensitive to doxorubicin treatment due to cells already experiencing replication stress because of a genomic ribonucleotide burden resulting from disrupted RNase H2 activity. Therefore, we treated control and knockdown cells with increasing concentrations of doxorubicin and measured cell viability. However, the cell lines were equally sensitive to the doxorubicin treatment (S6D Fig). In agreement with the p21 data, we also did not observe an induction of γ-H2AX signal in our knockdown cells (S7 Fig), suggesting the knockdown does not elicit a DNA damage response.

### Expression of RNASEH1 is upregulated in response to *Rnaseh2c* knockdown

Since RNase H2 resolves RNA/DNA hybrids in the cell, we stained *Rnaseh2c* knockdown cells with the S9.6 antibody which recognizes these nucleic acid structures to determine how they change in response to knockdown. In agreement with previous reports [37], the majority of staining in scramble control cells was observed in the cytoplasm with only a small amount concentrated in regions of the nucleus (S8A Fig). Unexpectedly, in knockdown cells, staining was slightly reduced in the sh2 and drastically reduced in the sh4 cells including in the nuclei (S8A Fig), suggesting that hybrids were not accumulating despite reduced RNase H2 enzyme activity. We hypothesized that this could be due to a compensatory upregulation of *Rnaseh1*, which also removes longer RNA moieties from RNA/DNA hybrids. We found that RNASEH1 expression was indeed increased upon *Rnaseh2c* knockdown (S8B Fig). To test whether *Rnaseh2c* knockdown alters enzyme activity against RNA/DNA hybrids, we repeated the enzyme activity assay using an oligo substrate composed of an RNA strand hybridized to a DNA strand. This analysis revealed no difference between the control and *Rnaseh2c* knockdown cells (S8C Fig), suggesting that RNase H1 upregulation helps maintain activity against RNA/DNA hybrids.

Together, these data show that despite a significant reduction in RNase H2 enzyme activity, the expected effects of enzyme dysfunction are not observed in our cancer cells, suggesting there may be other enzyme-independent effects taking place. We therefore expanded our investigation into other potential effects of reduced enzyme activity.

### Gene expression profiling reveals alterations to T cell immune response pathways upon *Rnaseh2c* knockdown

Given that the expected effects of enzyme dysfunction were not observed upon *Rnaseh2c* knockdown, we next profiled the gene expression landscape in response to *Rnaseh2c* knockdown to identify global transcriptional effects. We performed mRNA sequencing of the scramble control and sh4 knockdown tumors. 

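RNA of 3 scramble control and 3 sh4 knockdown primary tumors was compared, with 1 tumor of each group from each of 3 injection experiments. The tumors had grown in FVB mice from Mvt1 cells, a mouse mammary carcinoma line. The labels give day 30 for the tumors, and the paper's methods give days 28 to 31. *Rnaseh2c*, the target of the shRNA, lies on chromosome 19 of mm9 from 5601873 to 5603439. Its expression was 26.9, 52.0 and 25.9 RPKM in the scramble tumors (mean 34.9 ± 14.8, SD, n = 3) and 10.2, 22.4 and 19.8 RPKM in the sh4 tumors (mean 17.4 ± 6.41, SD, n = 3). This is a log2 fold change of -0.98 with a standard error of 0.37 (-1.19 to -0.64 leaving out 1 tumor). All 3 sh4 values lay below all 3 scramble values (exact two-sided permutation test, p = 0.1, the smallest p that 3 tumors against 3 allow), and the adjusted p from limma was 0.995. The authors trimmed the reads with Trimmomatic, aligned them to mm9 with Ensembl v70 transcripts by Tophat and worked in the Partek Genomics Suite, and the deposited values are RPKM per gene, reads scaled to gene length and read number. Among genes under 0.5 RPKM in scramble tumor 1 and another tumor, 191 to 246 had a ratio within 1% of 1, against 36 to 64 in the wider windows beside, and the medians of those within 1% differed by at most 0.238%. A common step of this kind may come from near equal numbers of reads or from division by a common number, and the number itself is unknown. RPKM summed to 414188, 455170 and 405246 in the scramble tumors and to 399938, 484868 and 433140 in the sh4 tumors.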

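Genes were compared on the scale of log2(RPKM + 0.5) with limma, for 13487 of 20188 listed genes with a mean of at least 0.1 RPKM. A fold change on this scale understates the change of genes with low values. The gene lists described here and the rule for the genes to be named were set before the data were examined. At an adjusted p under 0.05 limma called 0 genes, against 291 higher and 273 lower in sh4 tumors at an unadjusted p under 0.05, and the smallest adjusted p was 0.693. In 9.17% of genes all 3 sh4 values lay on one side of all 3 scramble values, where chance gives 10%. With the experiment number as a block, limma also called 0 genes, and 911 had an unadjusted p under 0.05. Single genes in the tumors are therefore given with their values and groups of genes with the camera test, which compares the genes of a list with all others at a preset correlation of 0.01 between genes and was adjusted over 31 lists. With an estimated correlation no list kept an adjusted p under 0.05, and the smallest was 0.124. The libraries also differed in how short transcripts stood against long ones. The median deviation of 1027 genes under 1000 bases minus that of 4098 genes over 4000 bases was -0.21, 0.31 and -0.30 in scramble tumors 1 to 3 and -0.37, 0.42 and 0.06 in sh4 tumors 1 to 3, on the log2 scale.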

While this approach can produce false positives/negatives due to expression changes being contributed by multiple cell types, it enabled us to capture gene expression changes from both tumor and stroma in the *in vivo* context which is more relevant to the complex process of metastasis. 

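Genes induced by interferon γ were higher in sh4 tumors as a group. Of 47 such genes measured, 36 had a positive and 11 a negative log2 fold change, and the mean was 0.50. With 1 tumor left out the mean ranged from 0.35 to 0.63. The list stood lowest in scramble tumor 2 (-0.55 from its mean over the 6 tumors). In that tumor the fat gene *Fabp4* was at 1514 RPKM, against 21.4 and 163 RPKM in scramble tumors 1 and 3. Without scramble tumor 2 the list mean was 0.35. With any 1 tumor left out the camera adjusted p was at most 6.48e-11 at the preset correlation. These values argue against fat in scramble tumor 2 as the whole source of the difference, while a part of it stays open. *Cxcl9*, a chemokine that attracts T cells, was at 11.9 ± 10.0 RPKM in scramble and 37.5 ± 0.976 RPKM in sh4 tumors (SD, n = 3), a log2 fold change of 1.91 (standard error 0.49). *Ubd*, a ubiquitin-like modifier, went from 2.93 ± 0.766 to 14.5 ± 8.21 RPKM (log2 fold change 2.02). The protease inhibitor *Serpina3g* and the MHC class II invariant chain *Cd74* had log2 fold changes of 1.18 and 0.66. No gene of the list passed over all genes tested by limma, 18 were higher at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. The camera adjusted p of the list was 9.62e-16, with an adjusted p = 0.133 with an estimated correlation. In preranked GSEA, with 13487 genes ordered by log2 fold change and 1000 permutations, the normalized enrichment score was 3.16 (p = 0.00318, the smallest these permutations can give). The Hallmark gene sets were not used here.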

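Genes stimulated by type I interferon lay closer to no difference. Of 48 measured, 31 had a positive and 17 a negative log2 fold change, and the mean was 0.089. The exonuclease *Isg20* was at 43.4 ± 6.70 RPKM in scramble and 27.4 ± 4.16 RPKM in sh4 tumors (SD, n = 3; log2 fold change -0.65). The antiviral membrane protein *Ifitm3* had a log2 fold change of -0.29 (-0.16 without scramble tumor 1), and the ISG15-activating enzyme *Uba7* one of 0.46 (0.28 without sh4 tumor 3). By limma 0 genes of the list passed, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The list was higher by camera at an adjusted p of 0.0191, with an adjusted p = 0.684 with an estimated correlation, and its normalized enrichment score was 1.60 (p = 0.00318, the smallest the permutations can give). Without scramble tumor 2 the mean was -0.094 (adjusted p = 0.891) and the score -1.00, and without sh4 tumor 3 they were 0.018 (adjusted p = 0.267) and 1.08. The mean was 0.19 without scramble tumor 1, 0.17 without scramble tumor 3, 0.05 without sh4 tumor 1 and 0.20 without sh4 tumor 2, and 0.15 with quantile normalization, median-ratio scaling or the transcript length covariate. The call was also lost with no filter on low values (adjusted p = 0.0606 by camera), and that of the score with a pseudocount of 0.1 (score 1.36).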

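Among 37 inflammatory response genes, 15 had a positive and 22 a negative log2 fold change. The chemokine *Ccl2*, which attracts monocytes, was at 67.7 ± 10.4 RPKM in scramble and 37.6 ± 9.20 RPKM in sh4 tumors (SD, n = 3; log2 fold change -0.86), and the cytokine *Il18* had a log2 fold change of -0.41. *Ccl17* and *Ccl22*, chemokines that attract T cells through CCR4, stood the other way. *Ccl17* was at 12.0 ± 8.34 and 63.9 ± 35.0 RPKM (log2 fold change 2.43, standard error 0.50) and *Ccl22* at 9.03 ± 2.94 and 21.9 ± 7.50 RPKM (log2 fold change 1.23). The mean of the list was -0.037 (camera adjusted p = 0.636), its normalized enrichment score was -1.05 (permutation p = 0.392), and by limma 0 genes passed, 0 when adjusted over the list alone, with 5 at an unadjusted p under 0.05. The score was positive under 7 of 15 alternatives, among them without scramble tumor 1 (1.33), without sh4 tumor 1 (1.19) and without sh4 tumor 2 (1.12).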

GSEA analysis revealed that genes of the Inflammatory Response gene set approached significant enrichment (nominal p-value = 0.07) in the sh4 knockdown tumors compared to scramble, with a significant enrichment of the Interferon Gamma Response and Interferon Alpha Response gene sets (Fig 4A). 

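At a threshold of 2-fold between the group means of log2(RPKM + 0.5), 68 genes were higher and 76 lower in sh4 tumors, 144 in all. An unadjusted limma p under 0.05 was reached by 53 of the higher and 40 of the lower genes. In 45 of the higher and 29 of the lower genes the tumors of the groups did not overlap, where chance gives 10% for genes not selected by their fold, so that 10% is no measure for these. None of the genes with the smallest p, named next, passed the adjusted test of limma. *Ly6i*, a lymphocyte antigen 6 family member, was at 0.664 ± 0.336 RPKM in scramble and 3.03 ± 0.571 RPKM in sh4 tumors (SD, n = 3; log2 fold change 1.63). *Gimap4*, a GTPase of lymphocytes, went from 11.1 ± 2.71 to 24.6 ± 1.54 RPKM (log2 fold change 1.13), and *Ccl19*, a chemokine that guides T cells and dendritic cells, had a log2 fold change of 1.24. On the lower side stood 3 granzymes that lie in one gene cluster and may share reads, *Gzmg* (log2 fold change -2.71), *Gzmd* (-2.27) and *Gzme* (-2.00). *Gzmg* was at 16.6 ± 9.33 RPKM in scramble and 2.09 ± 1.35 RPKM in sh4 tumors. *Spp1*, which encodes the matrix protein osteopontin, went from 214 ± 26.1 to 104 ± 9.88 RPKM (log2 fold change -1.03), and *Gm15127* had a log2 fold change of -1.95.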

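The counts depend on how the fold is computed and on single tumors. With a pseudocount of 0.1 there were 205 higher and 173 lower genes, with a pseudocount of 1 there were 45 of each, and the ratio of mean RPKM without a pseudocount gave 327 higher and 295 lower genes. Quantile normalization gave 87 higher and 64 lower genes, so that 57.6% of them were higher against 47.2% as deposited. Without scramble tumor 1 the counts were 124 higher and 127 lower, without scramble tumor 3 they were 114 and 143, and without sh4 tumor 1 they were 128 and 303.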

For more specific pathway annotations, genes with expression changes of at least two-fold in either direction (249 genes, 169 of which exhibited a positive fold change) were assigned to biological pathways and analyzed by Ingenuity Pathway Analysis (S1 File). Of the top 25 significantly altered pathways, 17 were related to T cell responses (Table 1). Furthermore, more than half (8 of 17) of these pathways produced positive Z-scores, indicating that the direction of transcript change is consistent with the pathway being activated in knockdown tumors.

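T cell genes were higher in sh4 tumors as a group. Of 21 measured, 20 had a positive log2 fold change, with a mean of 0.65. In 12 all 3 sh4 tumors lay above all 3 scramble tumors, where chance gives 10% for both directions together. *Cd3g*, a chain of the T cell receptor complex, was at 8.94 ± 2.84 RPKM in scramble and 23.0 ± 8.56 RPKM in sh4 tumors (SD, n = 3; log2 fold change 1.31, standard error 0.33). *Lat*, an adaptor of T cell receptor signaling, went from 4.21 ± 0.345 to 9.68 ± 3.20 RPKM (log2 fold change 1.07). The surface receptors *Cd2* and *Cd6* had log2 fold changes of 0.97 and 0.92, and the inhibitory receptor *Ctla4* one of 1.19 (0.70 without scramble tumor 2). By limma 0 genes of the list passed over all genes tested, 11 had an unadjusted p under 0.05, and all 11 of these were higher when adjusted over the list alone. The camera adjusted p was 3.42e-18, with an adjusted p = 0.124 with an estimated correlation.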

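Lists of T cell subsets and of some other cell types also stood higher in sh4 tumors. Lists may share genes, so these results are not independent of those for the T cell list. Of 7 CD4 helper T cell genes 6 were positive (mean log2 fold change 0.43, camera adjusted p = 2.08e-04; adjusted p = 0.298 with an estimated correlation), and of 9 regulatory T cell genes 8 were positive (mean 0.48, camera adjusted p = 7.43e-06; adjusted p = 0.132 with an estimated correlation). In each of these lists 2 genes were higher when adjusted over the list alone and 0 over all genes by limma, and without scramble tumor 2 their means were 0.25 and 0.31. *Foxp3*, the transcription factor that marks regulatory T cells, was at 6.32 ± 1.08 and 8.34 ± 2.31 RPKM (SD, n = 3; log2 fold change 0.35, which was 0.16 without sh4 tumor 2 and 0.54 without sh4 tumor 1). By cell staining the paper reports a change of regulatory T cells, a reduction, in the metastatic lung only and not in the primary tumor. All 7 genes of lymph node stroma and naive lymphocytes were positive (mean 0.65, camera adjusted p = 3.04e-05; adjusted p = 0.124 with an estimated correlation; 1 higher when adjusted over the list alone). Of 6 B cell and plasma cell genes 4 were positive, with a mean of 0.21 that did not pass (camera adjusted p = 0.100; adjusted p = 0.459 with an estimated correlation). Without sh4 tumor 3 it was 0.29 with a camera adjusted p of 0.0121. As deviations from its mean over the 6 tumors, this list stood at -0.23, -0.12 and 0.037 in scramble tumors 1 to 3. It stood at 0.046, 0.32 and -0.054 in sh4 tumors 1 to 3, so much of its difference lay in sh4 tumor 2. Of 14 endothelial genes 12 were positive (mean 0.39, camera adjusted p = 7.53e-07; adjusted p = 0.185 with an estimated correlation; 0 when adjusted over the list alone), among them *Emcn* with a log2 fold change of 0.97, and without sh4 tumor 1 the mean was 0.24.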

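The molecules that S1 File names in the 25 pathways are 33, of which 24 could be tested in the tumor values. Of these 20 had a positive and 4 a negative log2 fold change, the mean was 0.66, and 8 were at least 2-fold higher and 1 at least 2-fold lower in sh4 tumors. The pathways that the paper gives a positive Z-score hold 13 molecules, 12 of them tested, and all 12 were positive, 5 of them at least 2-fold, with a mean of 0.86. For T Cell Receptor Signaling all 8 molecules were positive, 6 of them at least 2-fold, with a mean of 1.09. A negative mean stood in 3 pathways, CDK5 Signaling (-0.18, 1 of 2 tested molecules negative), Human Embryonic Stem Cell Pluripotency (-0.11, 2 of 4 negative) and Granzyme A Signaling (-0.76), whose 2 molecules are linker histones with a negative log2 fold change. *Hist1h1c* was at 90.9 ± 30.2 RPKM in scramble and 44.8 ± 15.2 RPKM in sh4 tumors (SD, n = 3; log2 fold change -1.00), and *Hist1h1e* had a log2 fold change of -0.51 (-0.33 without sh4 tumor 1). By limma 17 molecules were higher and 3 lower when adjusted over the list alone and 0 over all genes, with 20 at an unadjusted p under 0.05. The camera adjusted p was 3.26e-16, with an adjusted p = 0.124 with an estimated correlation. The paper chose these molecules on the same tumors, so their direction is not independent evidence.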

**Fig 4:**
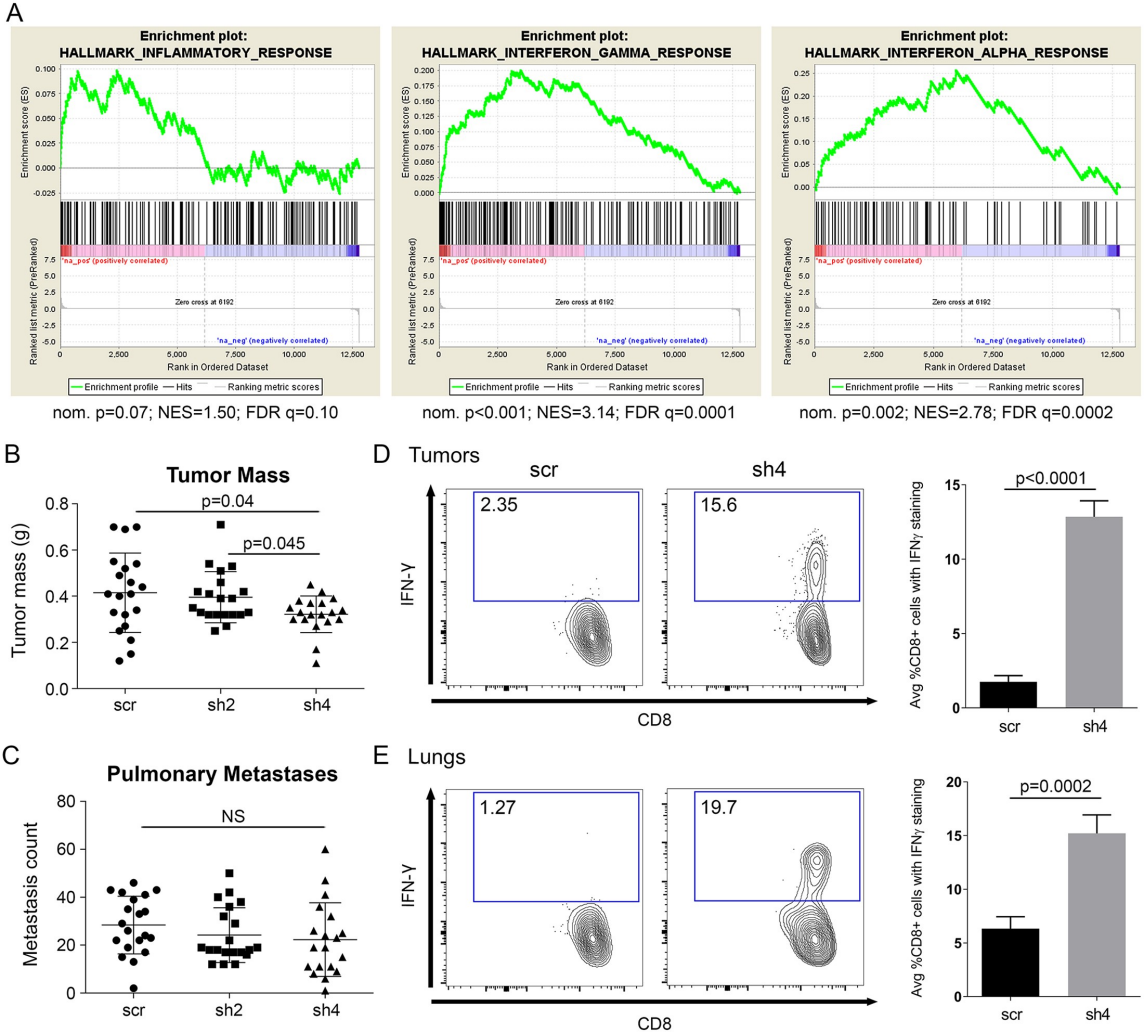
T cells mediate the effect of *Rnaseh2c* knockdown on metastasis. (A) GSEA analysis of RNA-sequencing data comparing sh4 with scr tumors in hallmark pathways related to inflammation and interferon signaling. nom. p: nominal p-value; NES: normalized enrichment score; FDR q: false discovery rate q-value. (B) Tumor mass in athymic nude mice that received Mvt1 cells with a knockdown of *Rnaseh2c*; average ± standard deviation. (C) Metastasis counts for the mice from (B); average ± standard deviation, n = 20 mice per group in two independent experiments. (D) Proportion of Interferon γ (IFN-γ)-producing CD8+ T cell that were isolated from tumors of FVB mice that received orthotopic injection with either scr or sh4 cells; average ± SEM. (E) Proportion of Interferon γ (IFN-γ)-producing CD8+ T cell that were isolated from metastatic lungs of the mice shown in (D); average ± SEM. n = 5 mice per group with samples from each mouse analyzed in triplicate. NS—not significant.

**Table 1:** Top 25 altered pathways as determined by RNA-sequencing IPA analysis.

Ingenuity Canonical Pathways	p-value	ratio	z-score
CTLA4 Signaling in Cytotoxic T Lymphocytes	2.45E-08	0.101	--
T Cell Receptor Signaling	7.24E-06	0.073	--
iCOS-iCOSL Signaling in T Helper Cells	1.17E-04	0.058	2.236
CD28 Signaling in T Helper Cells	1.86E-04	0.054	1
Hematopoiesis from Pluripotent Stem Cells	8.91E-04	0.085	--
Primary Immunodeficiency Signaling	9.55E-04	0.083	--
PKCθ Signaling in T Lymphocytes	1.26E-03	0.046	2
Th1 Pathway	1.41E-03	0.045	2.236
Th1 and Th2 Activation Pathway	1.48E-03	0.038	--
Agranulocyte Adhesion and Diapedesis	1.78E-03	0.037	--
CDK5 Signaling	2.14E-03	0.051	-0.447
Th2 Pathway	2.40E-03	0.041	2.236
Calcium-induced T Lymphocyte Apoptosis	2.63E-03	0.064	2
Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells	3.09E-03	0.094	--
OX40 Signaling Pathway	5.13E-03	0.053	--
Neuroprotective Role of THOP1 in Alzheimer’s Disease	5.75E-03	0.075	--
Regulation of IL-2 Expression in Activated and Anergic T Lymphocytes	5.89E-03	0.051	--
Phospholipase C Signaling	6.03E-03	0.030	1
Role of NFAT in Regulation of the Immune Response	6.76E-03	0.033	2.449
Communication between Innate and Adaptive Immune Cells	8.91E-03	0.045	--
Human Embryonic Stem Cell Pluripotency	9.77E-03	0.035	--
Granzyme A Signaling	1.29E-02	0.105	--
Nur77 Signaling in T Lymphocytes	1.45E-02	0.054	--
Type I Diabetes Mellitus Signaling	1.74E-02	0.037	--
Tight Junction Signaling	1.86E-02	0.030	--

*In silico* analysis using ImmQuant software also supported these findings. ImmQuant uses RNA-sequencing data and an immune deconvolution algorithm to predict the presence of immune cell populations in heterogeneous tissues based on comparison to reference gene expression profiles of defined inflammatory states in mouse [38]. This analysis predicted an increase in *Rnaseh2c* knockdown tumors of macrophages and dendritic cells, which may be important for facilitating the observed adaptive immune response. In addition, the largest predicted increase was for CD8+ T cells (S9 Fig). Together these data suggest that the immune system, and CD8+ T cells in particular, are important for the effect that *Rnaseh2c* has on limiting metastasis.

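Dendritic cell genes were higher in sh4 tumors as a group, and macrophage genes were not. Of 15 dendritic cell genes 14 had a positive log2 fold change, with a mean of 0.46. In 5 all sh4 tumors lay above all scramble tumors, where chance gives 10% for both directions together. *Itgax*, the integrin CD11c, was at 4.75 ± 0.506 RPKM in scramble and 7.15 ± 0.133 RPKM in sh4 tumors (SD, n = 3; log2 fold change 0.55), and *Cd83*, a surface marker of mature dendritic cells, went from 17.5 ± 2.25 to 25.6 ± 1.52 RPKM (log2 fold change 0.54). The sorting nexin *Snx22* had the highest level of the list and a log2 fold change of 0.14, which was -0.030 without sh4 tumor 2, 0.34 without sh4 tumor 1, 0.25 without scramble tumor 2 and 0.054 without scramble tumor 3. The list also holds *Ccl17* and *Ccl22*. By limma 0 genes passed over all genes, 5 had an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. The camera adjusted p was 1.71e-06, with an adjusted p = 0.124 with an estimated correlation.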

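Of 18 macrophage genes 6 had a positive and 12 a negative log2 fold change, and the mean of -0.22 did not pass (camera adjusted p = 0.236). The scavenger receptor *Cd163* was at 4.43 ± 1.66 RPKM in scramble and 2.41 ± 1.68 RPKM in sh4 tumors (SD, n = 3; log2 fold change -0.84), and *Vsig4*, a complement receptor of tissue macrophages, had a log2 fold change of -1.38. The lysozyme *Lyz2* had a log2 fold change of -0.30. On the other side stood the complement gene *C1qa* at 563 ± 61.9 and 681 ± 172 RPKM (log2 fold change 0.25) and *Aif1* at 77.8 ± 15.9 and 139 ± 64.2 RPKM (log2 fold change 0.72). Without sh4 tumor 2 the list mean was -0.12, *Cd163* -0.53, *Lyz2* -0.19, *C1qa* 0.066 and *Aif1* 0.43, and without sh4 tumor 1 they were -0.34, -1.28, -0.45, 0.44 and 1.18, while *Lyz2* was -0.096 without scramble tumor 1. By limma 0 genes passed, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Neutrophil genes showed no call either (13 genes, mean -0.041, camera adjusted p = 0.636), and the direction of that test was up where the mean and the median were negative.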

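Genes of CD8 and cytotoxic T cells were higher in sh4 tumors as a group, with 20 of 23 positive and a mean log2 fold change of 0.47. *Cd8a*, on chromosome 6 of mm9 from 71323421 to 71329165, encodes the alpha chain of CD8. It was at 0.822 ± 0.509 RPKM in scramble and 2.83 ± 0.934 RPKM in sh4 tumors (SD, n = 3), a log2 fold change of 1.36 (standard error 0.32). All 3 sh4 tumors lay above all 3 scramble tumors (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow), and the adjusted p from limma was 0.991. *Cd8b1*, the beta chain, went from 1.89 ± 1.14 to 5.76 ± 1.60 RPKM (log2 fold change 1.46). The inhibitory receptor *Pdcd1*, which encodes PD-1, had a log2 fold change of 1.18, the chemokine *Ccl5* one of 0.98 and *Ifng*, which encodes interferon γ, one of 0.26. Of 2 genes of killing proteins neither passed by limma. Granzyme B (*Gzmb*) was at 5.18 ± 0.965 and 3.43 ± 1.82 RPKM (log2 fold change -0.62, which was -0.29 without sh4 tumor 2 and -0.97 without sh4 tumor 1) and perforin (*Prf1*) at 2.65 ± 0.744 and 1.56 ± 0.461 RPKM (log2 fold change -0.61), both chosen after their values were seen. In 8 genes of the list all sh4 tumors lay above and in 1 below all scramble tumors, against a chance share of 10%. By limma 0 genes passed over all genes, 8 were higher at an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone. The camera adjusted p was 9.70e-11, with an adjusted p = 0.124 with an estimated correlation. Genes of NK cells, which share killing proteins with CD8+ T cells, were mixed (6 of 10 positive, mean 0.065, camera adjusted p = 0.458). As deviations from their mean over the 6 tumors, they stood at 0.097, -0.38 and 0.19 in scramble tumors 1 to 3. In sh4 tumors 1 to 3 they stood at 0.38, -0.25 and -0.030, so the sign of the mean depends on single tumors.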

### A CD8+ T cell response is involved in reducing cellular metastatic capacity upon *Rnaseh2c* knockdown

Individuals with inherited RNase H2 mutations develop the neurological autoinflammatory disorder AGS [13]. We were therefore intrigued to find by RNA-sequencing that immune response-related genes were transcriptionally activated upon *Rnaseh2c* knockdown in breast cancer. 

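Antigen presentation genes were higher together in sh4 tumors. All 17 MHC class I presentation genes measured had a positive log2 fold change, with a mean of 0.52. In 7 all sh4 tumors lay above all scramble tumors, where chance gives 10% for both directions together. *H2-K1* was at 326 ± 88.0 RPKM in scramble and 576 ± 80.8 RPKM in sh4 tumors (SD, n = 3; log2 fold change 0.85), and *H2-D1* and *H2-Q7* had log2 fold changes of 0.52 and 1.03. These H2 genes are near-identical in parts and may share reads. *Nlrc5*, which activates transcription of MHC class I genes, went from 2.07 ± 0.817 to 4.58 ± 0.858 RPKM (log2 fold change 1.03). *B2m*, the light chain of MHC class I, had a log2 fold change of 0.43, which was -0.02 without scramble tumor 2, 0.044 without sh4 tumor 1, 0.70 without scramble tumor 1 and 0.71 without sh4 tumor 3. Of 8 MHC class II presentation genes 7 were positive with a mean of 0.31, among them *H2-Ab1* at 185 ± 14.0 and 283 ± 60.4 RPKM (log2 fold change 0.59). By limma 5 class I genes and 0 class II genes were higher when adjusted over the list alone, and 0 of either over all genes, with 8 and 3 at an unadjusted p under 0.05. The camera adjusted p was 4.65e-11 for class I and 3.87e-04 for class II, each with an adjusted p = 0.124 with an estimated correlation.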

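The genes of the RNase H enzymes and of Aicardi-Goutières syndrome, 8 in all, had a mean log2 fold change of 0.0049 and a median of 0.13, which did not pass (camera adjusted p = 0.458). The list holds the knockdown target *Rnaseh2c* (log2 fold change -0.98), which lowers its mean, and 5 of the 8 genes were positive. In 10 genes of the cGAS-STING and NF-κB pathways the mean was -0.0086, where the median was 0.014 and the test pointed up (camera adjusted p = 0.636). From the enriched interferon gene sets, the pathways of Table 1 and the predicted immune cell populations, the paper proposes that the immune system, and CD8+ T cells in particular, is important for the effect of *Rnaseh2c* on metastasis.

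**Figure D1:**
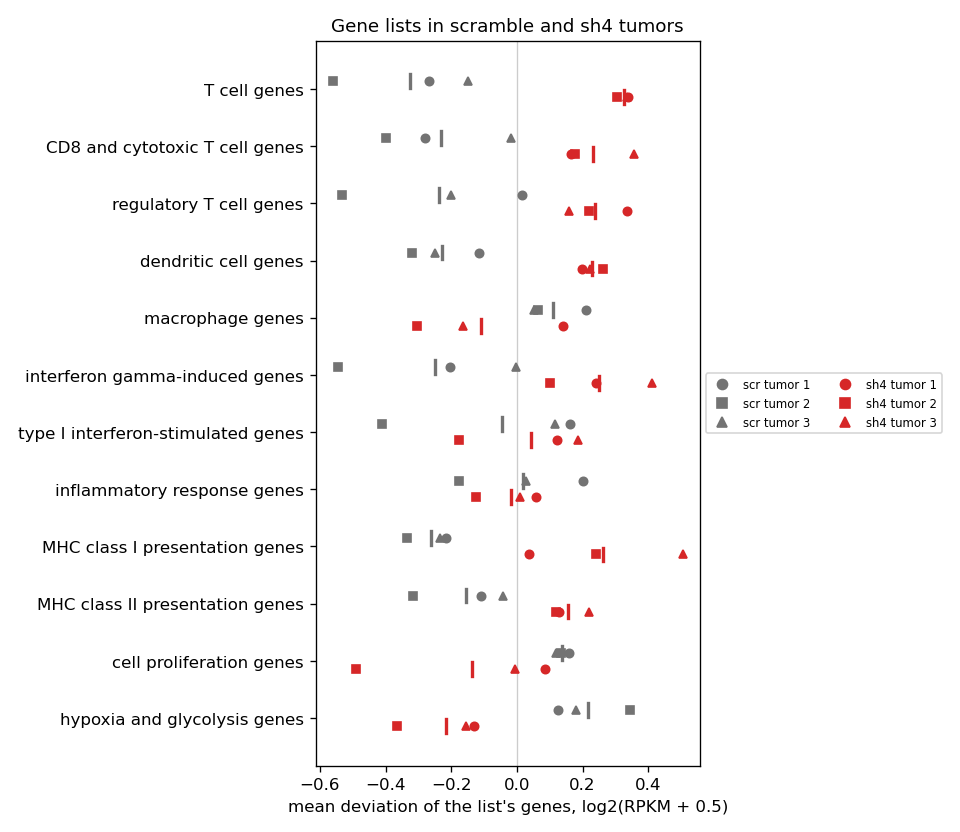
Mean deviation of each gene list from its mean over the 6 tumors, on the scale of log2(RPKM + 0.5), in scramble (grey) and sh4 (red) tumors. Circles, squares and triangles are tumors 1, 2 and 3 of each group and vertical bars are group means; the T cell genes sit between -0.56 and -0.15 in scramble tumors and between 0.30 and 0.34 in sh4 tumors.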

To investigate whether this immune activation is important for metastatic outcome, orthotopic metastasis assays were performed using athymic nude mice, which lack mature T cells. While the previously observed significant reduction in sh4 primary tumor mass was maintained (Fig 4B), the pulmonary metastasis effect was ablated (Fig 4C) indicating that the *Rnaseh2c* metastasis effect functions through engagement of T cell-mediated immunity.

To further delineate which T cell populations were involved, immunophenotyping was performed using tissue from the primary tumors, metastatic lungs, and spleens of immunocompetent FVB mice orthotopically injected with the Mvt1 scramble control or *Rnaseh2c* knockdown cell lines. FACS analysis revealed the activated CD8+ T cell population (CD8+ IFN-γ+) was significantly increased in both the primary tumor and metastatic lung samples of knockdown mice compared to controls (Fig 4D and 4E). This increase was not observed in the spleen (S10C Fig), demonstrating that the effect was specific to the primary tumor and metastatic sites. CD4+ Foxp3+ T regulatory cells were also affected by *Rnaseh2c* knockdown, but their reduction was restricted to the metastatic lung at the time of tissue harvest; NK cell infiltration was not affected (S10A and S10B Fig). Together these data show that the immune system plays an important role in *Rnaseh2c*-mediated changes in metastasis.

### IRF3 activation, the proposed mechanism of AGS, is not observed upon *Rnaseh2c* knockdown in Mvt1 cells

Given that AGS also has an inflammatory component, we tested whether the current mechanism of this disease could also apply to our metastasis model. Recent AGS research has suggested that the cytosolic DNA-sensing cGAS-STING pathway is activated via IFR3 signaling in patients and mouse models of AGS [39–41]. This pathway leads to activation of Type I interferons and the production of interferon-stimulated genes to generate an immune response. We measured the production of a panel of interferon-related genes—including a subset known to be increased in AGS patients—in our *Rnaseh2c* knockdown cells using qRT-PCR. Of the 10 genes that were tested, 3 interferon-related genes showed a trending (p < 0.10) or significant (p < 0.05) increase in one or both knockdown cell lines (Fig 5A). These data indicate that *Rnaseh2c* knockdown results in a subtle upregulation of certain interferon-stimulated genes *in vitro*. To determine whether IRF3 is inducing these expression changes, IRF3 activation was examined. Although IRF3 could be phosphorylated and translocate to the nucleus in response to treatment with the STING activator DMXAA, these effects were not observed in response to *Rnaseh2c* knockdown alone (Fig 5B). NF-κB activation, which can also be induced by cGAS-STING signaling, was also examined. However, neither the canonical nor non-canonical NF-κB signaling pathways were shown to be activated (S11A and S11B Fig).

**Fig 5:**
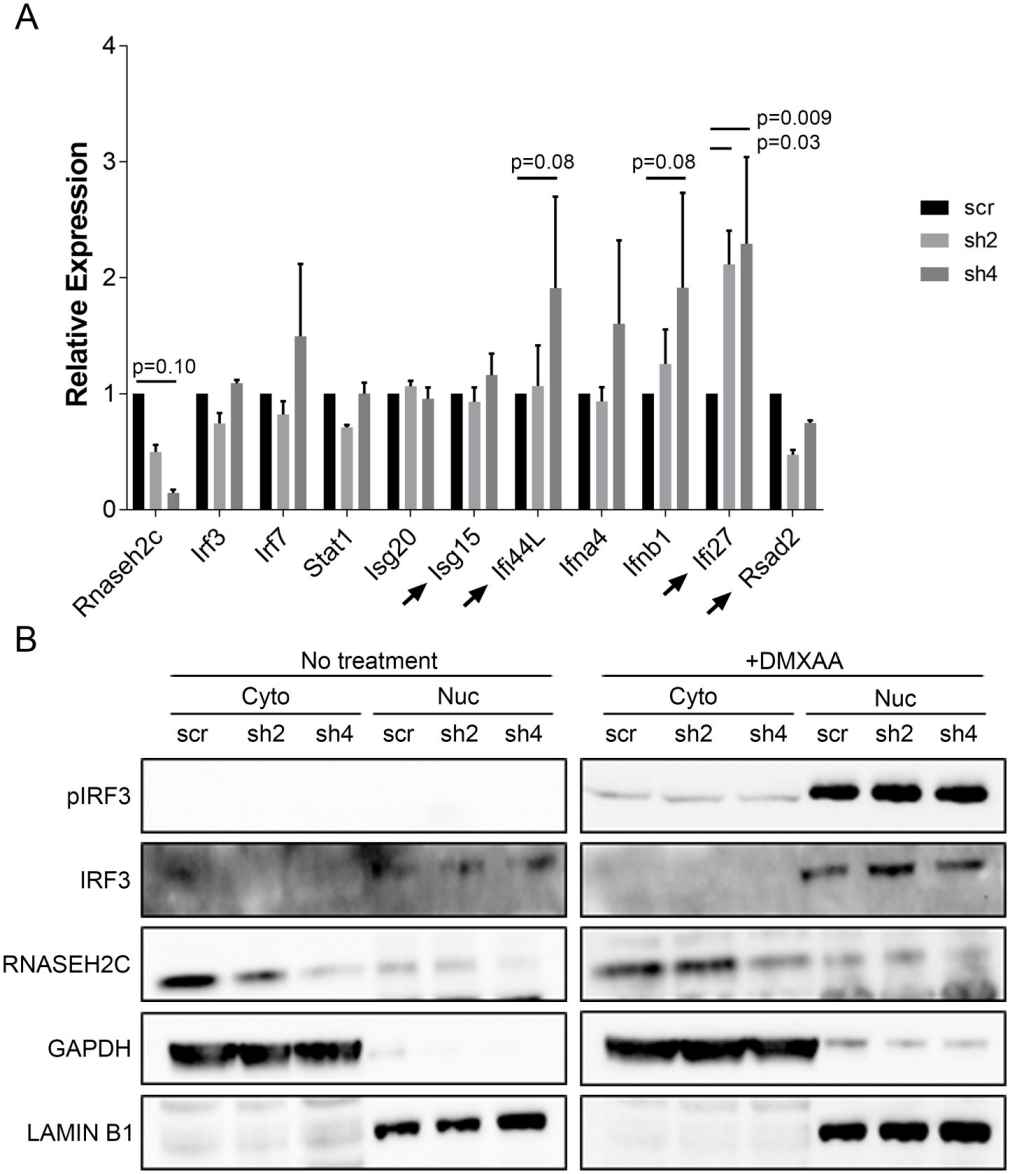
IRF3 signaling, the proposed AGS mechanism, is not activated in Mvt1 *Rnaseh2c* knockdown cells. (A) qPCR analysis of a panel of interferon stimulated genes in response to *Rnaseh2c* knockdown. Arrows indicate genes that are upregulated in AGS. Average ± standard error of three experiments. (B) Western blot analysis of IRF3 phosphorylation and nuclear translocation in *Rnaseh2c* knockdown cells following fractionation of the cytoplasmic (Cyto) and nuclear (Nuc) fractions. Sting activation using treatment with DMXAA was used as a positive control.

Double stranded RNA (dsRNA) can also activate an immune response by activating downstream signaling through IRF3 and IRF7 [42]. Since we had already determined IRF3 and NF-κB were not activated, we checked IRF7 as another potential transcription factor for dsRNA signaling. IRF7 was not observed to be enriched in the nucleus (S11C Fig), suggesting that it is not actively signaling in response to *Rnaseh2c* knockdown. Therefore, further analysis of dsRNA was not pursued. These data suggest that the mechanism of immune activation in AGS may differ from that of the metastasis-associated *Rnaseh2c* effects.

### Immune response is not due to neoantigens or repetitive elements, suggesting a potentially enzyme-independent function

Because endogenous retroelements and noncoding RNAs are reported to be increased with dysfunctional RNase H2 and can act as nucleic acid triggers for immune activation [39, 43], we tested for changes in transcription of these molecules. For endogenous retroelements, qRT-PCR analysis of LINE-1 (L1) transcripts produced inconsistent results between shRNAs and between biological replicates (S11D Fig), thus further analysis was not pursued. 

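Total RNA of cultured Mvt1 cells, 3 plates with the scramble and 3 plates with the sh4 shRNA, was compared without stroma or immune cells. *Rnaseh2c* was at 5.83, 7.06 and 5.34 FPKM in scramble cells (mean 6.08 ± 0.885, SD, n = 3) and at 3.19, 5.36 and 4.28 FPKM in sh4 cells (mean 4.27 ± 1.09, SD, n = 3). Its log2 fold change was -0.48 (standard error 0.18, adjusted p = 0.236 from limma), and the exact two-sided permutation test gave p = 0.2. Leaving out 1 plate gave -0.64 to -0.31. The authors' deposited table holds FPKM, fragments scaled to gene length and fragment number, for genes with Ensembl identifiers and for loci assembled without annotation. The 239874 unannotated loci were left out, since their values hardly related between libraries (Spearman correlation from -0.00303 to 0.0226, against 0.951 to 0.957 for the 50667 annotated genes), although they held 46.2 to 52.6% of all FPKM. Over the annotated genes FPKM summed to 659082, 789838 and 824533 in scramble cells and to 785372, 864566 and 789439 in sh4 cells, and the 10 highest genes took 58.8 to 65.1% of this. The number of reads is unknown. Gene symbols and types came from the GENCODE vM1 annotation for the 32709 genes it holds.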

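On the scale of log2(FPKM + 0.5), limma tested 21106 genes with a mean of at least 0.1 FPKM. It called 110 genes higher and 160 lower in sh4 cells at an adjusted p under 0.05, with 3986 at an unadjusted p under 0.05. In 27.5% of genes all 3 sh4 values lay on one side of all 3 scramble values, where chance gives 10%. With plate numbers as a block limma called 0 genes, with 2813 at an unadjusted p under 0.05. Nothing states what these plate numbers pair. With median-ratio scaling 557 genes were higher and 517 lower, so that 51.9% of calls were higher against 40.7% as deposited. The number of calls was 242 without scramble plate 1, 7 without scramble plate 2, 2 without scramble plate 3, 15 without sh4 plate 1, 18 without sh4 plate 2 and 15 without sh4 plate 3.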

For noncoding RNAs, total RNA-sequencing of scramble control and sh4 knockdown cell lines was performed. Comparison of significantly differentially expressed noncoding RNAs produced a list of only 20 transcripts of three types: 14 antisense RNAs, 4 long intergenic noncoding RNAs, and 2 processed transcripts (S1 Table). 

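Among 2319 noncoding genes tested in the cells, 20 rose and 6 fell in sh4 cells. Of these 26, 16 were small nucleolar RNAs, which guide the modification of ribosomal RNA, with 15 of 425 higher and 1 lower. The share was 36 of 82 with median-ratio scaling, 35 of 77 with quantile normalization, 7 of 15 without the variance trend, 5 of 9 with no filter, 22 of 39 with a mean of at least 1 and 11 of 25 without scramble plate 1, and at most 2 were called without any 1 of the other 5 plates. Small nuclear RNAs had 2 of 239 higher, and microRNA genes 2 of 408 higher and 2 lower. With plate numbers as a block limma called 0 noncoding genes of any type. *Snord13* rose from 5.43 ± 0.194 to 11.5 ± 0.927 FPKM (SD, n = 3), a log2 fold change of 1.02 (standard error 0.07, adjusted p = 0.00798 from limma), and *Snora33*, inside the ribosomal protein gene *Rps12*, rose from 14.7 ± 0.845 to 21.7 ± 0.313 FPKM (log2 fold change 0.55, adjusted p = 0.0218 from limma), where *Rps12* itself had a log2 fold change of 0.43 and did not pass (adjusted p = 0.105). Of the 15 higher small nucleolar RNAs, 14 lie inside another gene on the same strand, so that reads of the host transcript may count toward them. The 10 with a tested host had host log2 fold changes from 0.0066 to 0.45. Among these, *Snora33* stood closest to its host. *Mir1931* fell from 1.26 ± 0.153 to 0.0762 ± 0.100 FPKM (log2 fold change -1.62, adjusted p = 0.0145 from limma). *Snord13* and *Snora33* were chosen after their values were seen. All 3 genes named here lost their call without scramble plate 2, without scramble plate 3 and without sh4 plate 1, where the adjusted p of *Snord13* from limma was 0.0570, 0.0583 and 0.0506.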

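Of the long types, 4 of 1070 genes passed, with 150 at an unadjusted p under 0.05. Only these types compare with the paper's list, which was made with an annotation of long noncoding RNAs. Of 546 antisense RNAs 2 fell. *Gm11465*, opposite *Zmynd8*, went from 0.919 ± 0.175 to 0.208 ± 0.101 FPKM (SD, n = 3; log2 fold change -1.01, adjusted p = 0.0426 from limma), and *0610012D04Rik*, opposite *Ttc7*, from 1.05 ± 0.215 to 0.308 ± 0.00960 FPKM (log2 fold change -0.94, adjusted p = 0.0311). Of 388 lincRNAs *Gm15441*, opposite *Txnip*, fell from 8.60 ± 2.09 to 3.10 ± 0.401 FPKM (log2 fold change -1.32, adjusted p = 0.0356), and *Gm15270*, opposite *Ctgf*, rose from 6.15 ± 0.333 to 8.67 ± 0.631 FPKM (log2 fold change 0.46, adjusted p = 0.0486). *Gm11465*, *0610012D04Rik* and *Gm15270* were named after their values were seen. *Gm11465* and *Gm15270* lost their call without any single plate (lowest adjusted p from limma 0.0624 and 0.0521). Of the single plates left out, *Gm15441* and *0610012D04Rik* kept theirs only without scramble plate 1. Of 136 processed transcripts limma called 0, with 17 at an unadjusted p under 0.05. Use of the strand in counting is not given in the sources used here, so reads of a gene and its antisense partner may be mixed. The 26 noncoding calls became 17 when adjusted over noncoding genes alone, 9 with no filter on low values and 15 without the variance trend. They became 77 with quantile normalization, 82 with median-ratio scaling and 0 with plate numbers as a block (limma). They became 1 without scramble plate 2, 0 without scramble plate 3 (limma; 3869 genes of any type had an unadjusted p under 0.05), 1 without sh4 plate 1, 2 without sh4 plate 2 and 3 without sh4 plate 3. The paper set this list against the question whether other RNA species trigger the immune response to the knockdown.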

Notably, this analysis also did not identify any differences in transcription of L1 elements. 

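Apart from 2 mitochondrial ribosomal RNA genes (median log2 fold change -0.35), the medians of whole classes of noncoding genes lay between -0.092 and 0.16 in sh4 cells. The highest was that of 425 small nucleolar RNA genes, 68.9% of them positive (standard error of the median 0.0172, by bootstrap over genes, which are not independent replicates). Small nuclear RNA genes had a median of 0.06 and microRNA genes the lowest (standard error 0.0217). The 287 lincRNA genes and the 783 processed transcript genes of the annotation both had a median of -0.05, and the 12308 protein-coding genes one of -0.0065. Mitochondrial tRNA genes, 22 in all, had a median of 0.14, 61 ribosomal RNA genes one of -0.04 and 92 miscellaneous RNA genes one of 0.0030. These classes follow the gene types of the annotation, which hold no class of antisense RNAs.

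**Figure D2:**
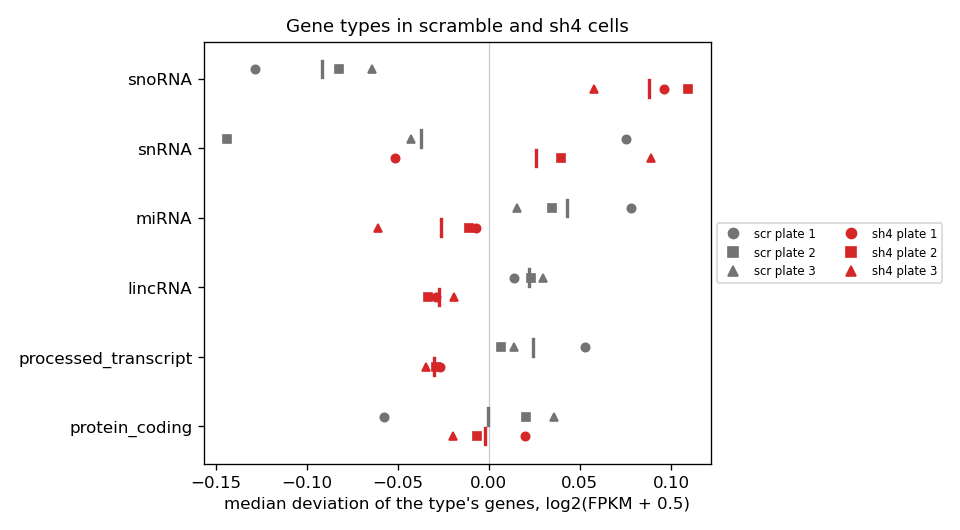
Median deviation of the genes of each type from their mean over the 6 cell libraries, on the scale of log2(FPKM + 0.5), in scramble (grey) and sh4 (red) cells. Circles, squares and triangles are plates 1, 2 and 3 and vertical bars are group means; small nucleolar RNA genes sit at -0.13 to -0.06 in scramble cells and at 0.06 to 0.11 in sh4 cells.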

Since these results did not suggest a widespread dysregulation of noncoding RNA expression, the observed immune response is likely not due to recognition of these other RNA species.

Finally, it has been reported that RNase H2 mutations in both mouse fibroblasts and yeast can result in extensive DNA mutations and genomic damage [35, 44, 45]. Additionally, recent research has revealed the important role for cytotoxic T cells in response to neoantigens in tumors with high mutation burdens, such as melanoma [46]. We thus hypothesized that an increased burden of DNA mutations in *Rnaseh2c* knockdown cells might be generating tumor neoantigens targeted by cytotoxic T cells. To test whether the mutation burden was increased upon *Rnaseh2c* knockdown, we performed exome sequencing on metastases from nude mice. These samples were selected to enrich for cells capable of completing the metastatic cascade that might otherwise be cleared by the adaptive immune response in immunocompetent mice. Comparing exonic variant counts between control and knockdown metastases showed that there was not an increase in mutation burden with dysfunctional RNase H2 (S11E Fig), suggesting neoantigens were likely not increased in the *Rnaseh2c* knockdown cells. While we cannot rule out that one of the few variants may be having an effect, it does not appear that there are extensive changes to these processes upon *Rnaseh2c* knockdown.

Together, these data eliminate numerous possible activators of an immune response based on known effects of RNase H2 dysfunction. Given these results, we propose that RNASEH2C may have a novel enzyme-independent activity that, when reduced in the context of breast cancer, results in reduced metastasis by engaging the immune system.

## Discussion

Metastasis is the primary cause of cancer-related deaths in breast cancer, yet the etiology of this lethal process is not well understood. In this study, we used a genetic strategy with the MMTV-PyMT model of spontaneous mammary tumorigenesis and metastasis to identify genes with differences in expression that associated with changes in metastasis. We demonstrated that *Rnaseh2c* functions as a metastasis modifier whose reduced expression engages a cytotoxic T cell-mediated immune response. These results further validate the meiotic genetics strategy we employ to identify candidate metastasis susceptibility genes. In addition, it demonstrates the ability of this approach to identify genes that impact metastasis through tumor non-autonomous mechanisms, such as interaction with the immune system.

Our data suggest that the *Rnaseh2c*-mediated metastatic effect is independent of its enzyme function since knockdown of *Rnaseh2c* affected metastasis, while knockdown of the catalytic subunit *Rnaseh2a* did not. This was surprising given that no other functions are known for the subunit. However, not all the AGS mutations identified in the RNase H2 genes affect enzymatic activity either. Although some mutations have been shown to reduce RNase H2 function—including the RNASEH2A G37S and RNASEH2C R69W mutations—other AGS mutations exhibit normal RNase H2 function [33, 44, 47–49]. This may indicate that a non-enzymatic function for the RNase H2 subunits, either in a complex or individually, could also be at play in AGS. The possibility of non-enzymatic functions for these subunits, especially in the context of cancer, has been suggested previously [50]. It should be noted, however, that the extent of the effect on enzyme activity was different between the gene knockdowns, and that a threshold of RNase H2 enzymatic activity may exist for the metastatic effects to be observed. A recent study using a ribonucleotide excision-deficient (RED) mutant of RNase H2 found that a single wildtype *Rnaseh2a* allele, and thus 50% enzyme activity, was sufficient to remove ribonucleotides from the genomic DNA and produce mice without any detectible abnormalities [51]. Interestingly, when RNase H2 activity was tested using the *Rnaseh2a*^+/RED^ embryo extracts, RER function was measured to be 43±6.6% of wildtype with hybrid activity like wildtype [51]. This is similar to the amount of residual RNase H2 RER activity measured in our *Rnaseh2c* knockdown cells. These data may suggest that the level of enzyme activity in *Rnaseh2c* knockdown cells is sufficient to remove incorporated ribonucleotides *in vivo* and, thus, the effects we observed on metastasis may not be due to the reduced enzyme activity.

Interestingly, although the results here implicate an *Rnaseh2c*-mediated immune response for metastatic progression, no convincing evidence of the AGS-associated cGAS-STING activation was observed upon *Rnaseh2c* knockdown. These observations suggest that the mechanism governing the immune activation in AGS may be different from the mechanism at play in breast cancer and metastasis, despite immune activation being common to the two diseases. In addition, the experiments that identified the involvement of cGAS-STING in AGS were done using mutations [39] or with knockout of a subunit [40] that were known to affect enzyme activity, thus it is not known whether this mechanism applies in a scenario of reduced expression or to enzyme-independent effects. It is also possible that the Interferon-stimulated gene activation is resulting from signaling of a non-canonical anti-viral response that was not tested here. Alternatively, these data may suggest that our *in vitro* condition does not fully recapitulate the *in vivo* environment of the mouse tumor or metastatic site. There could be other crucial molecules or cell types needed to amplify the signal generated by the knockdown, without which the signal is below the level of detection *in vitro*. Addressing this will require development of novel experimental techniques to study these biological effects *in vivo* as the cells undergo tumor progression and metastasis.

Interestingly, neither AGS patients nor carriers of the AGS mutations exhibit an observed increase in cancer incidence [52], though the early mortality of patients may help to explain this observation. However, multiple studies have reported associations between the RNase H2 genes and different types of cancer. *RNASEH2A* was identified as a susceptibility gene for aggressive prostate cancer [20] and, in another report, data from Oncomine revealed increased expression of RNASEH2A in a set of human cancers compared to normal tissue [18]. Similarly, analysis of overexpressed genes in gastric adenocarcinoma revealed increased expression of *RNASEH2B* [19]. In colorectal cancer, *RNASEH2C* mRNA was found to be reduced in tumor tissue compared to normal, while increased expression of *RNASEH2B* and *RNASEH2C* was correlated with metastasis [21], like in our study. Similar to what was observed here, no correlation between *RNASEH2C* expression and type I interferon (specifically *IFNB1*), which is typically increased in AGS patients, was observed [21]. A recent report also concluded that RNase H2 functions as a tumor suppressor in colorectal cancer using a mouse model containing H2B/p53 deletion in intestinal epithelial cells [23]. *Rnaseh2b* inactivation in the epidermis also resulted in increased proliferation, DNA damage, and development of squamous cell carcinoma [24]. Interestingly, this was accompanied by leukocyte infiltration which was shown to be independent of concomitant type I IFN production. Finally, in the context of breast cancer, a study analyzing low-frequency coding variants in loci identified by a genome-wide association study reported a significant association between a single amino acid change in RNASEH2C and breast cancer risk [22]. These data implicate the RNase H2 genes not only in the context of breast cancer, but also in progression of other cancer types. They also suggest that the effects of RNase H2 dysfunction and varied RNase H2 gene expression may be tissue-specific. Notably, many of the *in vivo* studies have used a knockout of the H2B subunit; while this is known to reduce the expression/stability of the H2A and H2C subunits, it may also leave residual H2C protein free to enact a tumor-promoting function, either in concert with or independent from the effects of absent H2B protein. Understanding how the biology of RNase H2 in cancer differs from its function in non-cancerous cells and how that biology differs across tissues may help shed light on additional targets for therapy.

The results from our study reveal a role for the immune system in limiting *Rnaseh2c*-mediated metastatic disease which involves the cytotoxic T cell response. The involvement of the immune system may also help explain the results of the experimental (tail vein) metastasis assay. Unlike in spontaneous metastasis assays where the immune system is exposed to the developing tumor and thus primed to attack metastasizing cells, the immune system of the mouse receiving cells by tail vein injection has not been exposed to these cells prior to their bolus introduction into circulation and arrival in the lung. Therefore, the tumor-induced priming of the pulmonary immune microenvironment seen by spontaneously metastasizing cells would be absent in the experimental metastasis setting. In addition, the immune response at the primary tumor may be preventing cells from escaping, thus also ultimately preventing lung colonization. Both interpretations fit the observed results of the metastasis assays; additional study will be needed to determine whether either is accurate.

The involvement of the cytotoxic immune response introduces the possibility for effective immunotherapy in patients with reduced *RNASEH2C* expression, specifically immune checkpoint therapy. Immune checkpoint blockade would facilitate the continued targeting of the metastatic cells and primary tumors by naturally recruited cytotoxic T cells. This approach is currently being investigated in breast cancer (reviewed in [53]), but additional biomarkers such as *RNASEH2C* may help oncologists determine which patients are most likely to respond.

In summary, the results from our study implicate *Rnaseh2c* as a metastasis susceptibility gene that influences breast cancer metastasis through a novel, potentially enzyme-independent mechanism that involves cytotoxic T cells. This interaction supports the use of immune checkpoint inhibitors in the treatment of certain breast cancers. The classification of this gene as a metastasis modifier also adds to the list of known metastasis susceptibility genes that have the potential to be used by oncologists to identify patients with increased risk for developing metastatic disease, the primary cause of mortality in breast cancer.

## Materials and methods

### Mouse strain analysis

The Diversity Outcross x MMTV-PyMT cross has been described previously [29]. Briefly, 50 female Diversity Outcross mice from Generation 5 were purchased from Jackson Laboratories and bred to male MMTV-PyMT mice. One hundred and fifteen transgene-positive female animals were generated and aged for mammary tumor and metastasis induction. When animals approached humane endpoints, they were euthanized by cervical dislocation after anesthetization by Avertin administration at 50 μL/g of body weight. Tumor tissue was collected, and surface pulmonary metastases enumerated as previously described [7]. Genotyping was performed with the MUGA mouse genotyping chip using spleen DNA. Genotypes for the 8 DO progenitor strains was downloaded from http://csbio.unc.edu/CCstatus/index.py and used to calculate linkage disequilibrium (LD) blocks for the DO animals using the Haploview software package. Haplotypes for each animal were then created using the PHASE software package (version 2.1) based on the Haploview LD blocks. Association analysis between the genotyping and the phenotypes was performed by using glm function in R. Associations were considered significant if the FDR < 0.05. For tumor gene expression, RNA was isolated from non-necrotic tumor samples using Trizol (Invitrogen) according to the manufacturer’s instructions. RNA was subsequently arrayed on Affymetrix Mouse Gene 1.0 x ST chip microarrays by the NCI Laboratory of Molecular Technology. The gene expression data is available through the Gene Expression Omnibus, accession no. GSE48566 [29]. Identification of genes within the haplotypes of interest having significant correlations with metastasis in the DO cross was performed using BRB-ArrayTools Version: 4.3.0—Beta_1. Gene lists for each haplotype were used to filter the expression data, which were subsequently tested for correlation with metastasis using the BRB-ArrayTools Survival function, permuting the data 10000 times. Associations between gene expression and metastasis were considered significant if the permutated p-value < 0.05.

This study utilized the high-performance computational capabilities of the Biowulf Linux cluster at the National Institutes of Health, Bethesda, MD.

### Ethics statement

This study was performed under the Animal Study Protocol LCBG-004 approved by the NCI Bethesda Animal Care and Use Committee. Injections were done under anesthesia with isoflurane. Mice were euthanized by cervical dislocation following anesthesia by Avertin.

### Cell lines and cell culturing

Mouse mammary carcinoma cell lines used were Mvt1 and 4T1. Cells were cultured in full DMEM (10% fetal bovine serum (FBS), 1% Penicillin and Streptomycin (P/S), 1% glutamine) unless otherwise described, and antibiotics for selection were included as indicated. Cells were incubated at 37°C with 5% CO_2_.

### Plasmid constructs

#### shRNA knockdown constructs

TRC lentiviral shRNA constructs against *Rnaseh2c* and *Rnaseh2a* were obtained from Open Biosystems (now Dharmacon) as glycerol stocks. The sequences for the shRNAs were as follows:

*Rnaseh2c* (Accession: NM_026616.2)

sh1: TRCN0000190101—AAACCCAGGGCTGCCTTGGAAAAG
sh2: TRCN0000192140—AAACCCAGGGCTGCCTTGGAAAAG
sh3: TRCN0000189664—AAACCCAGGGCTGCCTTGGAAAAG
sh4: TRCN0000189847—AAACCCAGGGCTGCCTTGGAAAAG

*Rnaseh2a* (Accession: NM_027187)

sh1: TRCN0000119583—TTTGGTCTTGGGATCATTGGG
sh2: TRCN0000119582—AACTGAACCGTACAAACTGGG
sh3: TRCN0000119585—AAAGTGCTGTTGTAATCGAGC
sh4: TRCN0000119586—AAACTGCCAGTTCTTCACAGC
sh5: TRCN0000119584—AACTCAGACGACAACGACCCG

#### Overexpression constructs

MGC Mouse *Rnaseh2c* cDNA was purchased from Open Biosystems (now Dharmacon) as a glycerol stock (Accession: BC024333 Clone ID: 5040687). *Rnaseh2c* cDNA was amplified using Phusion polymerase and directional TOPO-cloning primers Fwd- 5’-CACCATGAAGAACCCGGAGGAAG-3’ and Rev- 5’-TCAGTCCTCAGGGACCT-3’. DNA was purified using the QiaQuick Gel extraction kit (Qiagen) and inserted into a Gateway entry vector using LR clonase (Invitrogen) according to the manufacturer’s protocol with an overnight ligation reaction.

### Virus transduction

1 x 10^6^ HEK293T cells were plated in 6 cm dishes 24 hr prior to transfection in P/S-free 10% FBS DMEM media. Cells were transfected with 1 ug of shRNA/cDNA and 1 ug of viral packaging plasmids (250ng pMD2.G and 750ng psPAX2) using 6 ul of Xtreme Gene 9 transfection reagent (Roche). After 24 hr, media was refreshed with full DMEM. The following day, virus-containing supernatant was passed through a 45 μm filter to obtain viral particles, which were then transferred to 100,000 target cells plated previously. 24 hr post-transduction the viral media was replaced with fresh full DMEM. Finally, 48 hr after transduction, the cells were selected with full DMEM containing 10 ug/ml puromycin (knockdown) or 5 ug/ml blasticidin (overexpression) and maintained in culture under selection.

### *In vivo* metastasis experiments

This study was performed under the Animal Study Protocol LCBG-004 approved by the NCI Bethesda Animal Care and Use Committee. Female virgin FVB/nJ or BALB/cJ mice were obtained from Jackson Laboratory at ~6 weeks of age. Athymic NCI nu/nu mice were obtained from NCI Frederick at the same age. Two days prior to injection, cells were plated at 1 million cells/condition into T-75 flasks (Corning) in non-selective DMEM media. A total of 100,000 cells per mouse were injected into the fourth mammary fat pad of the appropriate mouse strain. Mice were euthanized between 28 and 31 days post-injection by cervical dislocation following anesthesia by Avertin. Primary tumors were resected and weighed, and pulmonary surface metastases counted. For experimental metastasis assays, 100,000 tumor cells were injected into the tail vein of FVB mice. At 29 days post-injection, the mice were euthanized and pulmonary surface metastases counted. All surface metastasis counts were performed by a single investigator. Statistical analysis was performed using GraphPad Prism Software (La Jolla, CA) and R.

### Cell proliferation, cell cycle progression, and MTT assay

5000 cells/well were plated in 24-well plates (Corning, Inc.) with 6 technical replicates each. Cells were incubated in the IncuCyte Kinetic Live Cell Imaging System (Essen BioScience) at 37°C with 5% CO2 for up to 164 hr with imaging every 3–4 hr of 4 fields per well. Samples were imaged until either growth plateaued or cells reached 100% confluence, whichever occurred first. Data analysis was conducted using IncuCyte 2011A software. Representative experiment is shown of 4 biological replicates.

For cell cycle progression, cells were plated at equal numbers one day prior to collection. Cells were labeled with 10 μM BrdU for 25 min, then collected and 4.5 mL of ethanol was added in a dropwise manner while vortexing half-maximally. Cells were incubated for 30 min at 4 °C, then pelleted to remove supernatant. Cells were treated with 200 μL RNase A for 30 min, then in 500 μL of 5M HCl with 0.5% Triton X-100 for 20 min. Samples were neutralized in 10 mL of 1M Tris, washed in PBST, and incubated in 100uL of FITC-conjugated anti-BrdU (eBiosciences) solution (1:40 in 1% BSA in PBST) for 30 min mixing every 10 min. Cells were washed twice in PBST and resuspended in PBS with 20 ug/mL of propidium iodide. Samples were analyzed using FACS and FloJo software.

For sensitivity to doxorubicin treatment, cells were plated in a 96-well plate and grown overnight to ~70% confluency. The next day, cells were treated with increasing concentrations of doxorubicin for 24 hr. 50 ug per well of MTT solution in PBS was added to the media and incubated for 1 hr. Following incubation, MTT solution was removed and 100 μL MTT solvent dissolved in DMSO was added per well. The plate was placed on an orbital shaker with gentle agitation for 10 min protected from light, then absorbance read at 570 nm.

### Immunofluorescence

Cells were grown to approximately 50% confluency on 12 mm diameter cover slips and incubated overnight. Cells were washed twice in PBS and fixed with 4% formaldehyde or ice-cold methanol for 15 min, followed by two washes. Cells were treated with 10 mM glycine for 20 min and washed twice. Cells were then permeabilized with 0.1% Triton-X for 20 min, washed at least 3 times, and blocked with 5% goat serum for 1 hr followed by a wash in 0.1% BSA in PBS. Antibodies were prepared by dilution in 0.1% BSA in PBS and spun at 4 °C for 10 min at maximum speed. For staining, cells were incubated with primary antibody for 1 hr at room temperature to overnight at 4 °C followed by a wash in dilution buffer, followed by incubation in secondary antibody for 1 hr at room temperature. Cells were washed in dilution buffer, counter stained with DAPI, and mounted on slides for visualization. Antibodies used were as follows: yH2AX (1:100, Cell Signaling, #9718), S9.6 (1:200, Millipore, MABE1095).

### RNA isolation, reverse transcription, and qRT-PCR

Cells were plated at equal numbers one day prior to collection. RNA was isolated using TriPure (Roche) and reverse transcribed using iScript (Bio-Rad). Real-Time PCR was performed using VeriQuest SYBR Green qPCR Master Mix (Affymetrix). Expression of mRNA was defined by the threshold cycle and normalized to expression of Peptidylprolyl isomerase B (Ppib). Relative expression was calculated using the delta Ct method. Primer sequences are provided in the supplementary information (S2 Table).

### Western blotting

Cells were plated at equal numbers one day prior to collection. Protein was extracted on ice from collected cells using Golden Lysis Buffer (10 mM Tris pH 8.0, 400 mM NaCl, 1% Triton X-100, 10% Glycerol plus oComplete protease inhibitor cocktail (Roche) and phosphatase inhibitor (Sigma)). Protein concentration was measured using Pierce’s BCA Protein Assay Kit and analyzed on the Versamax spectrophotometer at a wavelength of 560 nm. Equal amounts of protein were combined with NuPage LDS Sample Buffer and NuPage Reducing Agent (Invitrogen) and were run on NuPage Bis-Tris gels in MOPS buffer. Proteins were transferred onto a PVDF membrane (Millipore), blocked in 5% milk in 0.05% TBST (TBS + 5% Tween) for 1 hr and incubated in the primary antibody (in 5% milk) overnight at 4 °C. Membranes were washed with TBST and secondary antibody incubations were done at room temperature for 1 hr. Proteins were visualized using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare) using film or the ChemiDoc Touch Imaging System (BioRad). Densitometry analysis was performed using ImageJ or Image Lab Software (BioRad). Antibodies used were as follows: RNASEH2C (1:1000; Abcam #ab89726), RNASEH2A (1:1000; Proteintech #16132-1-AP), BETA-ACTIN (1:10,000; Abcam #ab6276), anti-FLAG (1:1000; Sigma #080M6034), RNASEH1 (1:1000; Proteintech #15606-1-AP), caspase 3 (1:1000; Cell Signaling #9662), cleaved caspase 3 (1:1000; Cell Signaling #9661), p21 (1:333; C-19; Santa Cruz #sc-397), pIRF3 (1:1000; Cell Signaling #29047), IRF3 (1:1000; Millipore Sigma #MABF268), GAPDH (1:10,000; Millipore #MAB374), LAMIN B1 (1:1000; Abcam #ab16048-100), IRF7 (1:1000, Abcam #ab109255), p65/RELA (1:1000; Cell Signaling #8242), IκBα (1:1000; Cell Signaling #4814), NF-κB1 p105/p50 (1:1000; Cell Signaling #12540), NF-κB2 p100/p52 (1:1000; Cell Signaling #4882), RELB (1:1000; Cell Signaling #10544), Histone H3 (1:10,000; Abcam #ab1791), goat anti-rabbit (1:10,000; Santa Cruz), anti-rabbit (1:3000; Cell Signaling #7074), goat anti-mouse (1:10,000; GE Healthcare NA931).

### *In vitro* RNase H2 activity assay

RNase H2 activity was determined as described in [51]. Briefly, 0.1 mg/mL of protein lysate from Mvt1 cells with manipulated *Rnaseh2c* or *Rnaseh2a* expression were combined with 1 μM of either a 5’-^32^P-labeled 12 base DNA_5_-RNA_1_-DNA_6_ hybridized with complementary DNA for RER activity or a uniformly labeled poly-^32^P-rA/poly-dT substrate for hybrid activity. Reaction products were separated using a 12 or 20% TBE-urea polyacrylamide gel and quantified using a Typhoon imager.

### Immunophenotyping

Tumors, metastatic lungs, and spleens were collected from FVB mice (n = 5 per group) 30 days after mammary fat pad injection. Tumors and lungs were dissociated in 5mL PBS using the MACS dissociator and passed through a 100 μM filter. Spleens were mashed through a 0.40 μM filter, treated with ACK lysis buffer on ice for 5 min, and resuspended in RPMI. Lymphocytes were isolated from tumor and lung tissue using Lympholyte-M Cell Separation Media (Cedar Lane). Briefly, pelleted tissue digest was resuspended with RPMI followed by the addition of Lympholyte-M. Samples were centrifuged and supernatant spun again to isolate lymphocytes which were resuspended in RPMI. Lymphocytes were activated with Leukocyte Activation Cocktail with Golgi Plug (BD Pharmigen) for 4 hr at 37 °C. Following activation, immune cells were stained with a fixable live/dead stain (Invitrogen) in PBS followed by surface antibody staining for 20 min in FACS buffer (PBS with 0.5% BSA and 0.1% sodium azide). For intracellular cytokine staining, cells were first stained for surface markers (Thy1.1; CD4; CD8; NK1.1) and later stained for intracellular molecules (IFN-γ; Foxp3) following fixation and permeabilization according to the manufacturer’s protocols (BD Cytofix/Cytoperm). Data were collected on the LSRII- Fortessa (BD) and analyzed with FlowJo software (Tree Star). Antibodies used were as follows at 1:200 dilution: Thy1.1 (Ebioscience, #25-0900-82), CD4 (BD, #553729), CD8 (Biolegend, #100750), Interferon gamma (BD, #557998), FoxP3 (Ebioscience, #17-5773-82), NK1.1 (Ebioscience, 12–597182).

### Sequencing and analysis

RNA was extracted from small sections of primary tumor tissue using TriPure, followed by organic extraction with chloroform and precipitation by isopropanol. RNA was then purified using the RNeasy Mini Kit (Qiagen) with on-column DNase digestion. RNA quality was tested using the Agilent 2200 TapeStation electrophoresis system, and samples with an RNA integrity number (RIN) score >7 were sent to the Sequencing Facility at Frederick National Laboratory. Preparation of mRNA libraries and mRNA sequencing was performed by the Sequencing Facility using the HiSeq2500 instrument with Illumina TruSeq v4 chemistry. Sample reads were trimmed to remove adapters and low-quality bases using Trimmomatic software and aligned with the reference mouse mm9 genome and Ensemble v70 transcripts using Tophat software. RNA mapping statistics were calculated using Picard software. Library complexity was measured by unique fragments in the mapped reads using Picard’s MarkDuplicate utility. Analysis of mRNA-seq data was performed using the Partek Genomics Suite. GSEA was performed using the annotated genes ordered by log_2_ fold change with 1000 permutations. Gene sets with a nominal p-value of < 0.05 and a false discovery rate (FDR) of < 0.25 were considered significantly enriched. Gene ontology pathway analysis was performed using Ingenuity Pathway Analysis (Qiagen) with genes that exhibited at least two-fold change in expression in either direction. Both analyses were performed comparing sh4 to scramble tumors.

In silico analysis of immune cell infiltration by mRNA-seq data was performed using ImmQuant software [38]. Briefly, a list of differentially expressed genes generated from mRNA-sequencing analysis was used along with the software-provided reference dataset (ImmGen consortia, [54]) and marker genes for mouse. Relative expression was calculated using the scramble tumors designated as the control sample.

Exome sequencing was performed using DNA isolated from spontaneous metastases in NCI nu/nu mice. Four metastases were isolated from lungs of mice 30 days after orthotopic tumor implantation as described above. Metastases were dissociated using a sterile disposable pestle in a microcentrifuge tube in tail lysis buffer (100 mM Tris pH8.5, 5 mM EDTA, 0.2% SDS, 200 mM NaCl). 160 ug of Proteinase K (Invitrogen) was added to the tube and contents were incubated at 55 °C overnight then for an additional 1hr with shaking at 1400 rpm. Genomic DNA was then isolated from the dissociated metastases using the DNA miniprep kit (Zymo Research) according to the manufacturer’s instructions. DNA quality was tested using the Agilent 2200 TapeStation electrophoresis system, and samples were sent to the Sequencing Facility at Frederick National Laboratory. Variant analysis was performed on the NIH High Performance Computer system, Helix & Biowulf. Sequencing reads were mapped using BWA and/or Bowtie using the mouse mm10 reference genome. Variant calling was performed using mpileup and/or GATK HaplotypeCaller. Germline variants in the Mouse Genome Project (mgp.v5) were filtered out; low quality variants (quality score ≤ 30) were also removed. Remaining variants were annotated using Annovar to identify nonsynonymous single nucleotide variants and indels. In-house R scripts were used for statistical analyses.

RNA for total RNA sequencing was isolated as described above and sent to the Sequencing Facility at Frederick National Laboratory. To analyze expression of long noncoding RNAs, sequence data was aligned to the Long non-coding RNA gene annotation from GENCODE (version M15, available at https://www.gencodegenes.org/mouse/) using Tophat software. DESeq2 was used to compare control and knockdown samples.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE130900 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130900).

### Immunohistochemistry

Fresh tumor tissue was fixed in 10% phosphate buffered formalin for 24 hr then transferred to 70% ethanol. Paraffin embedding and sectioning was performed by Histoserv, Inc. (Germantown, MD). Tumor sections were rehydrated by sequential 5 min incubations in Histochoice (Sigma), 100% ethanol, 90% ethanol, 70% ethanol, and water. Slides were then incubated in 3% H_2_O_2_ for 5 min. Antigen retrieval was performed using Antigen Retrieval Citra (Biogenex) and heating for 10 min, followed by blocking for 25 min with Serum-free Protein Block (Dako). Primary antibody incubation was performed at room temperature for 1 hr in a humidified chamber. Antibodies used were Ki67 (1:200; Abcam), cleaved caspase 3 (1:250; Cell Signaling). After washing, incubation with ImmPRESS HRP Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit (Vector) was performed for 30 min at room temperature in a humidified chamber. DAB chromogen solution was applied for 4.5 min, followed by counterstain for 3 min. Slides were dehydrated by sequential incubations in the reverse order reported above for rehydration. Coverslips were affixed, and slides were scanned using the Aperio Slide Scanning System (Leica Biosystems). Positive nuclei (Ki67) and stained area (cleaved caspase 3) were analyzed using the ImageScope software (Leica Biosystems). Quantification is average of 3 sections, 1 from each of 3 independent tumors.

### Statistical analysis

Metastasis assays requiring multiple comparisons was analyzed using the Kruskal-Wallis test (non-parametric one-way Anova) with post-hoc Conover-Inman correction for multiple analyses. The Z-method was used to combine p-values with weighting as appropriate. RNase H2 assays were analyzed using a one-tailed T test. Ki67 and cleaved caspase 3 IHC were analyzed using the Kruskal-Wallis test. Cell cycle progression was analyzed using a one-way Anova of knockdown sample compared to scramble. Immunophenotyping was analyzed using the Mann-Whitney test. ISG expression was analyzed using a two-way Anova with Dunnett’s multiple comparison correction. Statistical significance was evaluated as a p-value < 0.05.

## Supporting information

S1 Fig A haplotype on mouse chromosome 19 predicts distant metastasis-free survival in HER2 enriched patients. (A) Metastasis-associated haplotypes identified using the DO x PyMT cross described in Fig 1A. Plus sign denotes the haplotype selected for further investigation. (B) 5-gene signature of the chromosome 19 haplotype selected in (A) and their weights calculated using the mouse hazard ratios. (C) Kaplan-Meier analysis of distant metastasis-free survival (DMFS) of patients from the GOBO dataset stratified into terciles of the cumulative signature score of the gene signature in (B). Scores are calculated in GOBO by considering both the direction of expression and relative contribution of the gene to the signature as represented by the signature weight. HR-hazard ratio.
(TIF) Click here for additional data file.

S2 Fig qRT-PCR analysis of shRNA-mediated *Rnaseh2c* knockdown in the Mvt1 cell line. qRT-PCR analysis of *Rnaseh2c* expression following shRNA-mediated knockdown in Mvt1 cells. Average ± standard error of three experiments.
(TIF) Click here for additional data file.

S3 Fig Knockdown of *Rnaseh2c* reduces pulmonary metastasis in the 4T1 cell line. (A) qRT-PCR analysis of *Rnaseh2c* expression following shRNA-mediated knockdown in 4T1 cells. (B) RNASEH2C protein expression by western blot. One representative experiment is shown. (C-E) Spontaneous metastasis of 4T1 knockdown lines sh2 and sh4 was assessed as described. Tumor mass (C) and pulmonary metastases (D) were quantified at euthanasia and normalized (metastases per gram of tumor, E); average ± standard deviation, n = 10 mice per group.
(TIF) Click here for additional data file.

S4 Fig qRT-PCR analysis of *Rnaseh2c* overexpression in the Mvt1 cell line. qRT-PCR analysis of *Rnaseh2c* expression following transduction of Mvt1 cells with an exogenous expression construct. Average ± standard deviation of three experiments.
(TIF) Click here for additional data file.

S5 Fig qRT-PCR analysis of shRNA-mediated *Rnaseh2a* knockdown in the Mvt1 cell line. qRT-PCR analysis of *Rnaseh2a* expression following shRNA-mediated knockdown in Mvt1 cells. Average ± standard deviation of three experiments.
(TIF) Click here for additional data file.

S6 Fig *Rnaseh2c* knockdown does not affect proliferation, apoptosis, or sensitivity to doxorubicin. (A) *In vitro* cellular confluence was monitored as an indirect measurement of proliferation using the IncuCyte imaging system; average ± standard deviation of six technical replicates. (B) Full length and cleaved caspase 3 analysis in *Rnaseh2c* knockdown cells by western blot. (C) Ki67 (top) and cleaved caspase 3 (bottom) staining by IHC of tumor sections, representative image of staining three independent tumors. Quantification is shown in Fig 3G. (*D*) *Rnaseh2c* knockdown cells were treated with increasing concentrations of doxorubicin over 24 hours and cell viability was measured using the MTT assay. Absorbance at 570nm is reported as a percentage of the untreated condition.
(TIF) Click here for additional data file.

S7 Fig *Rnaseh2c* knockdown does not produce double-strand DNA breaks. Immunofluorescence staining of γ-H2AX in Mvt1 cells with *Rnaseh2c* knockdown. Cells were grown to approximately 50% confluency on glass coverslips for staining. One of two independent experiments is shown. Magnification, 63X.
(TIF) Click here for additional data file.

S8 Fig *Rnaseh1* expression compensates for *Rnaseh2c* knockdown. (A) Immunofluorescence staining of RNA/DNA hybrids using the S9.6 antibody in Mvt1 cells with *Rnaseh2c* knockdown. One of three independent experiments is shown. Magnification 100X. (B) RNASEH1 protein expression upon *Rnaseh2c* knockdown. Densitometry relative to Actin for three independent experiments is reported below. (C) Percent RNA/DNA hybrid (RNase H) activity in Mvt1 cells with knockdown of *Rnaseh2c*. Activity levels are presented relative to untransduced Mvt1 cells. Average ± standard deviation of two technical replicates. NS—not significant.
(TIF) Click here for additional data file.

S9 Fig *In silico* analysis of immune cell-specific gene expression patterns predicts infiltration of knockdown tumors by CD8+ T cells. mRNA-sequencing data was analyzed using ImmQuant software for changes in immune cell-specific gene expression and compared to reference gene expression profiles from defined inflammatory states. Predicted presence of immune cell types identified in the sh4 tumors are reported between -1 (dark blue, lowest presence) and 1 (dark red, highest presence) compared to scramble control tumors. Categories of immune cells are shown in yellow.
(TIF) Click here for additional data file.

S10 Fig CD4+ T regulatory cells and NK cells do not exhibit the same pattern as CD8+ cytotoxic T cells. Immunophenotyping of cells within the primary tumor (left) or metastatic lungs (right) at euthanasia: (A) Average percent T regulatory cells identified by CD4+ Foxp3+ staining. (B) Average percent natural killer (NK) cells identified by NK1.1 staining. (C) Presence of activated (IFN-γ producing) CD8+ T cells in the spleen at euthanasia. Average ± SEM; NS—not significant.
(TIF) Click here for additional data file.

S11 Fig Other known immune-related pathways are not activated in *Rnaseh2c* knockdown cells. (A) Western blot analysis of canonical NF-κB signaling using fractionated (top) and whole cell (bottom) lysate from *Rnaseh2c* knockdown cells. (B) Western blot analysis of noncanonical NF-κB signaling using fractionated (top) and whole cell (bottom) lysate from *Rnaseh2c* knockdown cells. (C) Western blot analysis of IRF7 nuclear translocation in the *Rnaseh2c* knockdown cells following fractionation of the cytoplasmic (Cyto) and nuclear (Nuc) fractions. (D) Analysis of three families of L1 elements by qRT-PCR. Average ± standard deviation of three experiments. (E) Exome sequencing to analyze mutation burden (number of sequence variants) following *Rnaseh2c* knockdown. Average ± standard deviation; n = 4 metastases per group.
(TIF) Click here for additional data file.

S1 File Full IPA analysis from Mvt1 *Rnaseh2c* sh4 versus scramble control RNA-sequencing. (XLSX) Click here for additional data file.

S1 Table Differentially expressed non-coding RNAs in Mvt1 *Rnaseh2c* sh4 knockdown versus scramble control cells by total RNA-sequencing. (TIF) Click here for additional data file.

S2 Table Primers for qRT-PCR and cloning. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

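Comparisons were made within each of 2 tables, each between 3 libraries with the scramble shRNA and 3 libraries with the sh4 shRNA against *Rnaseh2c*. The first used mRNA of primary tumors and the second total RNA of cultured Mvt1 cells. Exome libraries of the same study have no processed files and were not used. The tumor values are RPKM, which the authors made before deposit from mRNA libraries read on a HiSeq2500, with reads trimmed by Trimmomatic, aligned by Tophat to mm9 with Ensembl v70 transcripts and analysed in the Partek Genomics Suite; the program that counted reads is not stated. RNA came from small sections of primary tumor. The cell values are FPKM, which the authors deposited as a table of Ensembl genes and assembled loci. The methods name Tophat, the GENCODE M15 long noncoding RNA annotation and DESeq2 for this comparison, while the processing notes list STAR 2.7, TopHat2 2.1.0, BWA, Bowtie and GATK without giving the role of each. No read numbers are given for either table, so precision is judged from the spread between replicates alone.

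All 6 columns of each table were used, and no column of sample values was left out. Gene symbols, types and coordinates came from GENCODE vM1 on NCBIM37. Among the cell values, genes named by assembled locus alone were left out, and 12 housekeeping genes were checked for 0, with 0 of them at 0 in any cell library. Values were taken as log2(value + 0.5), genes with a mean of at least 0.1 over the 6 libraries were kept, and the groups were compared with limma 3.58.1 in R 4.3.3 with a variance trend and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. For 2-fold changes the difference of mean log2 values had to reach 1 in size. The 31 gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, each adjusted over the lists of a comparison. Preranked GSEA used fgsea 1.28.0 with 1000 permutations. Lists cover type I and γ interferon response, inflammation, T cells and their subsets, NK cells, B cells, lymph node, macrophages, dendritic cells, neutrophils, antigen presentation, proliferation, p53 targets, RNase H genes, the cGAS-STING pathway, fibroblasts, endothelium, adipocytes, muscle, red blood cells, epithelium, mesenchymal transition, milk, hypoxia, the genes of Fig 5A, the chromosome 19 haplotype and the molecules of S1 File.

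The genes to be named were every gene the paper names, the 10 genes of each direction with the largest fold among those called or else with the smallest p, and of each list the 4 members with the smallest p and the 2 with the highest mean. This gave 183 genes in tumors and 157 in cells, from which the text uses a part, picked with their values seen. The gene names in S1 File had been seen beforehand. Tumor numbers pair the groups, since 1 tumor of each group came from each of 3 experiments. The correlation between the 2 tumors of a number, after removal of group means, was 0.138, 0.330 and -0.117. For the cells nothing states what the plate numbers pair, and the groups were not paired.

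Alternatives were a pseudocount of 0.1 or 1, no filter or a mean of at least 1, quantile normalization, median-ratio scaling, the replicate number as a block, limma without the trend, leaving out each library, other list tests, ranking by moderated t, other definitions of a 2-fold change and adjustment over noncoding genes alone. A transcript length index of each library as a covariate was added after the values were seen. The procedure was tested on simulated data with known changes. In the simulated tumor data of 13487 genes, 0%, 17.9% and 90.9% of genes changed by 0.5, 1 and 2 on the log2 scale were called, with 4 false calls. In the simulated cell data of 21106 genes these were 28.4%, 86.6% and 92.4%, with 8 false calls. Lists shifted by 0.5 were called in 2 of 2 cases in both comparisons, other lists in 0 of 18 (tumors) and 0 of 20 (cells) by camera, and with no change 3 of 620 and 0 of 580 list tests were called. With an estimated correlation the 2 shifted tumor lists were called as well, while no real tumor list was (smallest camera adjusted p = 0.124). The simulated lists may thus lack the correlation between genes of the real ones. These rates therefore do not show how the preset correlation of 0.01 performs on the real lists.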

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

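Of the tests in this part, those of lymph node tissue, of fat in scramble tumor 2, of reads shared between H2 genes, of host genes and of scaling by class medians were chosen only after the result was seen, and the pan-leukocyte genes were listed after *Ptprc* alone had been seen.

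MHC class I presentation genes stood in opposite directions, with a mean log2 fold change of 0.52 in tumors and -0.19 in cells, and proliferation genes did so with -0.27 in tumors and 0.14 in cells. They are listed because every sh4 sample lay on one side of the scramble samples in tumors and on the other side in cells. The difference itself was not tested, since the tables were normalized separately. The proliferation mean was -0.098 in tumors without sh4 tumor 2 and 0.087 in cells without scramble plate 1. For MHC class I in cells the groups nearly met. As deviations from the mean over the cell libraries, scramble plate 1 stood at -0.033 and sh4 plate 1 at -0.041.

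For MHC class I, 2 technical explanations were tested. Reads shared between near-identical H2 genes are argued against by 8 loading genes outside that family, such as *Tap1* and *Tap2*. Their median was 0.57 in tumors (0.43 to 0.82 leaving out 1 library) and, for 7 of them, -0.19 in cells (-0.26 to -0.14). A larger share of leukocytes of every kind in sh4 tumors is argued against by a median of 0.057 over 10 pan-leukocyte genes (6 positive, from -0.29 to 0.45), which lies 0.47 below the list (0.36 to 0.73 leaving out 1 library). It stays open, and was not tested, whether host cells in the tumors or interferon γ acting on tumor cells account for the tumor values, and an effect of the knockdown in the cells themselves is a hypothesis only.

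T cell genes were higher in sh4 tumors as a group (mean log2 fold change 0.65, camera adjusted p = 3.42e-18; adjusted p = 0.124 with an estimated correlation). Lymph node tissue as the whole source is argued against, since *Cd79a*, *Cd22* and 4 scarcer B cell genes differed by 0.689 RPKM in sum against 32.0 RPKM for pan T cell genes, a ratio of 0.0215 (0.0131 to 0.0366 leaving out 1 library), and 13 B cell and plasma cell genes with *Cd79b* by 2.40 RPKM, a ratio of 0.0750 (0.0561 to 0.0949), while a smaller part of it stays open because 7 of 7 lymph node genes were positive (mean 0.65, camera adjusted p = 3.04e-05; adjusted p = 0.124 with an estimated correlation), among them *Ccl19* (1.24) and *Ccr7* (0.65). Fat diluting the T cell genes of scramble tumor 2 is argued against by a mean of 0.53 without that tumor (camera adjusted p = 1.45e-13; adjusted p = 0.206 with an estimated correlation), and a larger share of all leukocytes by the pan-leukocyte median of 0.057, which lies 0.59 below the T cell mean (0.49 to 0.78 leaving out 1 library). The 10 splits of the tumors are too few for a share under 0.05, with a real mean of 0.65 and 0.35 at most in the other splits (0.33 in splits that part as many pairs). Tumor size and the part of the tumor taken stay open, as does the knockdown itself, and none of these was tested.

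Small nucleolar RNA genes held 16 of the 26 noncoding calls in sh4 cells, with 15 higher and 1 lower (at most 2 called without any 1 plate other than scramble plate 1). The paper does not discuss these genes, and its comparison used an annotation of long noncoding RNAs. Other gene types outside the paper's discussion also held calls, with 68 protein-coding genes higher and 144 lower and 7 pseudogenes higher and 2 lower. Different recovery of short fragments stays open, since the short classes went both ways. MicroRNA genes had a median of -0.092 (standard error 0.0217) where small nucleolar RNA genes had one of 0.16. Mitochondrial tRNA genes (0.14) and small nuclear RNA genes (0.065) were on the side of the small nucleolar RNA genes. Called microRNA genes such as *Mir702* and *Mir1931* lie inside another gene, so reads at microRNA genes may come from host transcripts. A few abundant genes shifting the scaling are argued against because 1 factor moves all genes of a library alike, while the medians of small nucleolar RNA and protein-coding genes lay 0.17 apart as deposited (0.15 to 0.20 leaving out 1 library); the 36 small nucleolar RNA calls with median-ratio scaling do not decide it, since calls of all types went from 270 to 1074. A rise of the host genes stays open, since over 293 small nucleolar RNA genes inside a tested host the median was 0.21 and that of the hosts 0.11 (Spearman correlation 0.307), a median difference of 0.058 (0.053 to 0.086 leaving out 1 library), and reads of unspliced introns were not tested. With 10 splits a share under 0.05 cannot be reached, the real 26 noncoding calls stand against 2 at most in the other splits, and the knockdown is the only biological difference the design names.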

How the results depend on the processing

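Of the tests in this part, only the transcript length covariate was chosen after the values were seen. Some results kept their direction and their side of the threshold under all alternatives run: the 0 called tumor genes (limma, 15 alternatives, 334 to 2036 genes at an unadjusted p under 0.05), the interferon γ enrichment score (15; 2.78 to 3.21), the macrophage list (17; mean -0.34 to -0.12), *Rnaseh2c* in tumors (15; -1.19 to -0.64) and *Rnaseh2c* in cells (14; -0.64 to -0.31). Of the genes of the text that were run under the alternatives, 52 of 56 in tumors and 37 of 39 in cells never changed sign. Of the 30 called in cells 0 kept the call in every alternative (limma), since the block ended each. Blocking the tumors by experiment changed no call apart from mesenchymal transition genes. Testing transcripts one by one was planned and not run, since the cell table holds genes. The depth of the libraries is unknown, so what it limits was not measured. For what follows the cause was not tested, save that leaving out a library or filtering changes the samples or genes tested.

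With a pseudocount of 0.1, 205 genes were 2-fold higher and 173 lower in tumors, the type I interferon score was 1.36 and the cell type I mean 0.030. With a pseudocount of 1, 45 were higher and 45 lower. With no filter the tumor type I mean of 0.089 was not called, and the cells had 32 higher, 45 lower and 9 noncoding calls. With a mean of at least 1 the inflammatory score was 1.11 and 174 cell genes were higher. Quantile normalization gave an inflammatory score of 1.10, an inflammatory mean of 0.0077, *Rnaseh1* in tumors at 0.073, 545 cell genes higher and 678 lower, a cell type I mean of 0.0038, 77 noncoding calls and *Isg20* in cells at -0.021. Median-ratio scaling gave an inflammatory score of 1.09, an inflammatory mean of 0.017, 557 cell genes higher and 517 lower and 82 noncoding calls. Plate numbers as a block gave 0 higher, 0 lower and 0 noncoding calls in cells (limma; 2813 at an unadjusted p under 0.05, smallest adjusted p 0.0672), although the 2 plates of a number correlated at -0.061, -0.075 and -0.073 and no plate correlated best with its own number. Without the trend 53 cell genes were higher, with 15 noncoding calls. With an estimated correlation and with fry, the tumor means of 0.089 (type I), 0.50 (interferon γ), 0.65 (T cells), 0.47 (CD8) and 0.46 (dendritic cells) were not called. The length covariate gave an inflammatory score of 1.07. The ratio of mean RPKM gave 327 higher and 295 lower, 2-fold with an unadjusted p under 0.05 gave 40 lower, and adjustment over noncoding genes alone gave 17 calls.

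Leaving out 1 library gave these ranges: 2-fold higher 70 to 128 and lower 61 to 303; type I score -1.00 to 1.95; inflammatory score -1.14 to 1.33; type I mean -0.094 to 0.20; inflammatory mean -0.13 to 0.056; *B2m* -0.023 to 0.71, *Fabp4* -2.82 to 0.24, *Rnaseh1* -0.10 to 0.12 and *Snx22* -0.030 to 0.34 in tumors; cell genes higher 1 to 80 and lower 1 to 162; noncoding calls 0 to 25; cell type I mean -0.038 to 0.019; cell interferon γ mean -0.065 to 0.0013; *Rnaseh1* -0.030 to 0.067 and *Isg20* -0.047 to 0.070 in cells.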

Differences from the paper's values

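Of the tests in this part, only the transcript length covariate was chosen after the values were seen.

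At least 2-fold changed genes in the tumors were 144 here and 249 in the paper, and those higher in sh4 tumors were 68 here and 169 in the paper. The paper states the 2-fold threshold but neither a pseudocount nor a filter. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's without scramble tumor 1 (251) and without scramble tumor 3 (257), and 12 of 14 lay outside, from 90 to 622. The number higher came within 1.5 times with a pseudocount of 0.1 (205), without scramble tumor 1 (124), without scramble tumor 3 (114) and without sh4 tumor 1 (128), and 10 of 14 lay outside, from 45 to 327. With no filter the counts were the same, since genes under a mean of 0.1 cannot reach 2-fold with a pseudocount of 0.5. That alternative is therefore no test of the filter. With a pseudocount of 0.1 the total was 378, so the paper's 249 lies between the totals of these pseudocounts.

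Differentially expressed antisense RNAs in the cells were 2 here and 14 in the paper, lincRNAs 2 here and 4 in the paper, and processed transcripts 0 here by limma (17 at an unadjusted p under 0.05) and 2 in the paper. The gene types of the annotation used here hold no antisense class. Both called antisense RNAs are processed transcripts in it, and both called lincRNAs lie opposite another gene. The classes may therefore not match those of the paper. Another 4721 tested genes had no type in this annotation, with 15 called higher and 8 lower in sh4 cells. Any noncoding genes among these are missing from the counts given here. The paper used DESeq2 with the GENCODE M15 annotation and gives p under 0.05 for its statistics in general, without saying for this comparison whether p was adjusted, so these counts may not be at its threshold. At an unadjusted p under 0.05 limma gave 73 antisense RNAs, 60 lincRNAs and 17 processed transcripts. For antisense RNAs quantile normalization (13) and median-ratio scaling (12) came within 1.5 times, and 13 of 15 alternatives lay outside, from 0 to 3. For lincRNAs a mean of at least 1 (5) and leaving out scramble plate 1 (3) came within, and 13 of 15 lay outside, from 0 to 10. For processed transcripts a mean of at least 1, quantile normalization and median-ratio scaling each gave 2, and the other 12 of 15 lay outside.

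The paper gives the Inflammatory Response set as near enrichment in sh4 tumors, where the inflammatory list used here scored -1.05 and was not called; its score was positive under 7 of 15 alternatives, 1.33 at most, of which the length covariate (1.07) was chosen after the values were seen. The Hallmark set itself was not at hand. The paper's deconvolution gives macrophages as increased in sh4 tumors, where 12 of 18 macrophage genes were negative with a mean of -0.22 that did not pass (camera adjusted p = 0.236), and the macrophage genes *C1qa* (0.25) and *Aif1* (0.72) were positive. Without sh4 tumor 2 the mean was -0.12, *C1qa* 0.066 and *Aif1* 0.43, and without sh4 tumor 1 they were -0.34, 0.44 and 1.18. RNASEH1, measured as protein, is given in the paper as increased in knockdown cells, where the transcript *Rnaseh1* had a log2 fold change of 0.03 and did not pass (adjusted p = 0.882 from limma).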

Other observations

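No test in this part was chosen after the values were seen, apart from the transcript length covariate.

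In the cells, outside the noncoding genes, *Gpnmb*, which encodes a transmembrane glycoprotein of tumor cells and macrophages, rose in sh4 cells from 1.66 ± 0.0914 to 6.58 ± 0.125 FPKM (SD, n = 3; log2 fold change 1.71, adjusted p = 0.00117 from limma). *Il2rg*, the common γ chain of cytokine receptors, fell from 5.48 ± 0.128 to 1.84 ± 0.0688 FPKM (log2 fold change -1.35, adjusted p = 0.00198). Both kept their call without any single plate. *Epha4*, an ephrin receptor, rose by 1.29 on the log2 scale, the metallothionein *Mt2* by 1.47, and *3830417A13Rik* fell (log2 fold change -1.84), and of the single plates left out these 3 lost their call only without scramble plate 3 (adjusted p = 0.0542). With plate numbers as a block all 5 genes named so far lost it (adjusted p = 0.0672 for *Gpnmb*, 0.0908 for *Il2rg*, 0.109 for *3830417A13Rik* and 0.132 for the other 2). *Mt1* and the zinc exporter *Slc30a1*, chosen after their values were seen, rose by 1.12 and 0.98. The growth factor *Epgn* (log2 fold change -1.05), *Tpd52l1* (-1.09), *AW112010* (-1.12) and the protease inhibitor *Slpi* (-1.16) fell, and the linker histone *Hist1h1a* rose from 0.823 ± 0.422 to 3.00 ± 0.298 FPKM (log2 fold change 1.44, adjusted p = 0.0453). Each gene in the last 2 sentences lost its call without scramble plate 2, without scramble plate 3 and without sh4 plate 1. For *Epgn* the adjusted p from limma was then 0.0576, 0.0637 and 0.0518. *Slpi* and *Hist1h1a* lost their call without any single plate (lowest adjusted p 0.0611 and 0.0542).

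As groups in the cells, proliferation genes were higher (30 of 32 positive, camera adjusted p = 2.28e-05), with *Rrm2*, a ribonucleotide reductase subunit, up by 0.42 (adjusted p = 0.0311 from limma), 1 gene called over all genes and 1 over the list alone. The p53 target genes were higher too (15 of 21 positive, mean 0.13, camera adjusted p = 0.00489), with *Perp* up by 0.76 and *Eda2r* by 0.43, *Fas* lower (log2 fold change -0.52), and 10 higher and 3 lower over the list alone. *Cdkn1a*, which encodes p21, went from 8.26 ± 0.644 to 10.8 ± 0.347 FPKM (SD, n = 3; log2 fold change 0.37) and did not pass (adjusted p = 0.0673 from limma). MHC class I presentation genes were lower (17 of 17 negative, camera adjusted p = 9.16e-05), with *H2-T23* at -0.26, *Psmb8* at -0.42 and *Tapbp* at -0.28, 0 called over all genes by limma, 9 at an unadjusted p under 0.05 and 2 over the list alone. Inflammatory genes were lower (18 of 21 negative, mean -0.18, camera adjusted p = 5.18e-04; 4 over the list alone), with *Il1r1* lower (log2 fold change -0.46). With an estimated correlation each of these 4 lists had an adjusted p = 0.823. By limma *Rrm2*, *Perp*, *Eda2r*, *Fas* and *Il1r1* lost their call without scramble plate 2, without scramble plate 3 and without each sh4 plate. For *Rrm2* the adjusted p was then 0.103, 0.108, 0.135, 0.154 and 0.147. *Fas* lost its call without any single plate (adjusted p from 0.0579 to 0.169).

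Interferon genes of the cells went both ways. Of 46 type I interferon-stimulated genes 21 were positive and 25 negative (mean -0.0019, camera adjusted p = 0.780; 2 higher and 3 lower by limma, 3 and 4 over the list alone). *Rsad2* rose from 0.573 ± 0.100 to 1.33 ± 0.174 FPKM (SD, n = 3; log2 fold change 0.77) and *Ifit1* by 0.91. *Trim30a* and *Lgals3bp* fell (log2 fold change -0.50 and -0.47). All 4 lost their call without scramble plate 2, scramble plate 3 or any sh4 plate. For *Rsad2* the adjusted p from limma was 0.117, 0.109, 0.149, 0.150 and 0.147. *Rsad2* also lost its call without scramble plate 1 (adjusted p = 0.0546). The 34 interferon γ genes had a mean of -0.027 (camera adjusted p = 0.629; 1 lower, *Gbp2*, with a log2 fold change of -0.52; 1 higher and 3 lower over the list alone). *Gbp2* lost its call in 6 of 10 alternatives. Its adjusted p from limma was 0.0361 to 0.141 leaving out 1 plate and 0.243 with plate numbers as a block. Of the genes of Fig 5A, *Isg15* had a log2 fold change of -0.35 (adjusted p = 0.190 from limma) and *Isg20* one of 0.012. *Irf7* had 0.22 and *Irf3* 0.11 (0.12 and 0.030 without scramble plate 1). None of these passed, while *Rsad2*, also of that panel, passed as given above (adjusted p = 0.0413). The 6 measured had a mean of 0.15 (camera adjusted p = 0.357). As deviations from their mean over the cell libraries, these 6 stood at -0.23, 0.040 and -0.031 in scramble plates 1 to 3. In sh4 plates 1 to 3 they stood at 0.14, 0.033 and 0.055, so much of the difference lay in scramble plate 1. *Rnaseh1* was at 6.18 ± 0.347 and 6.30 ± 0.478 FPKM in cells (log2 fold change 0.03, adjusted p = 0.882) and at 11.3 ± 1.82 and 11.2 ± 1.81 RPKM in tumors (log2 fold change -0.016, adjusted p = 0.998).

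In the tumors, hypoxia and glycolysis genes were lower as a group (12 of 12 negative, mean -0.43, camera adjusted p = 7.43e-06; adjusted p = 0.124 with an estimated correlation; 0 over the list alone and 4 at an unadjusted p under 0.05 by limma). *Bnip3*, a mitochondrial protein induced by low oxygen, was at 58.2 ± 7.65 and 27.0 ± 14.1 RPKM (SD, n = 3; log2 fold change -1.20), and *Ndrg1* had one of -0.59. Proliferation genes were lower (28 of 32 negative, camera adjusted p = 3.04e-05; adjusted p = 0.548 with an estimated correlation; 0 over the list alone and 2 at an unadjusted p under 0.05), among them the mitotic kinase *Aurka* at -0.63. Small nucleolar RNA genes of the tumors had a median of 0.24 over 80 genes, 77.5% of them positive, and other noncoding types stood on the same side, with 0.15 for processed transcripts (76.1% positive), 0.13 for microRNA genes and 0.083 for lincRNAs (65.3% positive), against -0.047 for protein-coding genes. The adipocyte list (10 of 10 negative, mean -1.17, camera adjusted p = 0.00609; adjusted p = 0.568 with an estimated correlation; 0 genes over the list alone and 0 at an unadjusted p under 0.05 by limma) rested on scramble tumor 2, in which the fat genes *Fabp4* and *Cfd* were at 1514 and 810 RPKM. Without that tumor its mean was -0.033 (adjusted p = 0.808), without scramble tumor 1 it was -2.25, and without sh4 tumor 3 it was -0.75 (adjusted p = 0.146). *Cfd* had a log2 fold change of -2.00, and -0.23 without scramble tumor 2. Red blood cell genes (3 genes, mean -1.03, camera adjusted p = 0.0191; adjusted p = 0.459 with an estimated correlation; 0 over the list alone), such as *Hbb-b1* at -1.47 (-2.26 to -0.63 leaving out 1 tumor), lost their call with no filter (0.132), with a mean of at least 1 (0.0563), without scramble tumor 2 (mean -0.57) and without sh4 tumor 1 (mean -0.54).

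Other lists of the tumors were not called. Among them were p53 target genes (mean -0.082), epithelial genes (0.0076) and milk genes (-0.12). As deviations from their mean over the tumors, p53 target genes stood at 0.032, -0.019 and 0.11 in scramble tumors 1 to 3. In sh4 tumors 1 to 3 they stood at 0.41, -0.49 and -0.047, so the sign of their mean depends on single tumors. Fibroblast and matrix genes had a mean of 0.093, and 0.35 and a call without scramble tumor 1. Their deviations from the mean over the tumors were 0.46, -0.60 and -0.0034 in scramble tumors 1 to 3. In sh4 tumors 1 to 3 they were 0.20, -0.39 and 0.33, so the sign depends on single tumors. Skeletal muscle genes had a mean of 0.0071 and a median of -0.017, and 0.88 and a call without scramble tumor 1. Mesenchymal transition genes had a mean of -0.26 (camera adjusted p = 0.0682, and 0.0401 with the experiment as a block). They were called with quantile normalization and, at -0.39, without scramble tumor 2. Their deviations were 0.34, -0.12 and 0.18 in scramble and 0.20, -0.39 and -0.20 in sh4 tumors 1 to 3. The genes of Fig 5A had a mean of -0.030, where the median was 0.089 and the test pointed up. The chromosome 19 haplotype genes (mean -0.27, median -0.15) include the knockdown target *Rnaseh2c* (-0.98), so their mean in part restates the knockdown. They were called without sh4 tumor 3, at -0.40, and with the length covariate. Not called in the cells were T cell (-0.064), CD8 (-0.0047), CD4 (-0.10), regulatory T cell (-0.12), NK (-0.076), B cell (-0.042), lymph node (0.014), macrophage (-0.15), dendritic cell (0.021), neutrophil (-0.10), MHC class II (0.044), RNase H (-0.050, where the median was 0.015 and the test pointed up), cGAS-STING (-0.093, with *Relb* lower, log2 fold change -0.56), fibroblast (-0.15), endothelial (-0.27), adipocyte (-0.22), muscle (0.0069), epithelial (-0.13), mesenchymal (-0.097), hypoxia (-0.048), chromosome 19 (-0.096) and S1 File genes (0.054). The RNase H and chromosome 19 lists hold *Rnaseh2c* in the cells too (log2 fold change -0.48). Red blood cell and milk genes had 1 gene each in the cells and were not tested. By limma *Relb* lost its call without any single plate (lowest adjusted p 0.0662) and with plate numbers as a block (0.259).

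Other splits of the 6 libraries of a comparison into 3 and 3 number 10, the real one included, too few for a share under 0.05. In tumors 10 splits gave as many called genes, as any number is at least the real 0 (limma; 2275 at most in another split, 564 real genes at an unadjusted p under 0.05) and 4 gave as many 2-fold genes (real 144, 571 at most, and 153 in splits that part as many pairs). The split with 2275 calls sets scramble tumors 1 and 3 and sh4 tumor 1 against the rest and points to a structure of the samples, the one along which short and long transcripts differ. With the length covariate limma called 0 genes, with 1240 at an unadjusted p under 0.05. In cells 1 split gave as many called genes (real 270, 4 at most in another) and 1 as many noncoding calls (real 26, 2 at most). By enrichment score 7 splits were as large for type I interferon (real 1.60, 2.02 at most, 1.94 with as many pairs parted), 1 for interferon γ (real 3.16, 2.96 at most, 2.71) and 7 for inflammation (real 1.05 in size, 1.54 at most). By mean log2 fold change in tumors they were 6 for type I interferon (real 0.089, 0.32 at most), 1 for interferon γ (real 0.50, 0.43 at most), 9 for inflammation (real 0.037 in size, 0.19 at most), 1 for T cell genes, 1 for CD8 genes (real 0.47, 0.34 at most), 3 for macrophages (real 0.22 in size, 0.28 at most) and 1 for dendritic cells (real 0.46, 0.25 at most). In cells they were 10 for type I interferon (real 0.0019 in size, 0.063 at most) and 6 for interferon γ (real 0.027 in size, 0.062 at most).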
